# NAD^+^ augmentation by nicotinamide riboside engages SLIT2/ROBO1 signaling to attenuate Th17 inflammation in psoriasis

**DOI:** 10.1172/jci.insight.203826

**Published:** 2026-04-28

**Authors:** Kim Han, Rachael J. Klein, Thomas C. Recupero, Anna Chiara Russo, Rahul Sharma, Anand K. Gupta, Shahin Hassanzadeh, Rebecca D. Huffstutler, Pradeep K. Dagur, Bryan Fisk, Neelam R. Redekar, Michael N. Sack

**Keywords:** Dermatology, Immunology, Adaptive immunity, Clinical trials, Signal transduction

## Abstract

**BACKGROUND:**

Enhancing NAD^+^ levels with nicotinamide riboside (NR) confers antiinflammatory effects in human disease, although immunoregulatory mechanisms remain poorly characterized. We previously showed that ex vivo NR supplementation of primary CD4^+^ T cells from psoriatic individuals dampened immune responsiveness.

**METHODS:**

To validate this in vivo, we performed a randomized, placebo-controlled NR supplementation study in individuals with mild-to-moderate psoriasis. Participants received oral NR (500 mg twice daily) or matching placebo for 4 weeks, with blood samples collected at baseline and after supplementation. NR reduced Th17 immune responsiveness.

**RESULTS:**

Bulk CD4^+^ T cell RNA-seq identified induction of the SLIT-ROBO signaling pathway. NR supplementation increased circulating SLIT2 levels and enhanced SLIT2 production in dermal fibroblasts. Pharmacologic and genetic interrogation in CD4^+^ T cells and fibroblasts demonstrated that SLIT2, acting through the ROBO1 receptor, inhibited Rho GTPase signaling, thereby attenuating canonical Th17 polarization and fibroblast inflammatory activation.

**CONCLUSION:**

These findings indicate that NAD^+^ augmentation exerts anti-inflammatory effects in psoriasis through SLIT2-ROBO1-mediated crosstalk between dermal fibroblasts and circulating CD4^+^ T cells, leading to suppression of Th17-driven inflammation.

**TRIAL REGISTRATION:**

ClinicalTrials.gov NCT04271735 (registration date – 2020-08026), NCT01143454 (registration date - 2010-07-21), NCT01778569 (registration date – 2013-01-22), and NCT00001846 (registration date – 2001-01-11).

**FUNDING:**

The NHLBI Division of Intramural Research (HL005102 – MNS).

## Abstract 2

Specific vitamin B3 supplements have anti-inflammatory effects. This paper begins to explore how this works to blunt skin and blood inflammation in psoriasis.

## Introduction

Nicotinamide adenine dinucleotide (NAD) enables key redox reactions that generate ATP, which is vital for eukaryotic cell metabolism. Beyond energy production, NAD^+^ is an essential signaling molecule and substrate for enzymes that coordinate an array of processes from DNA repair to metabolic reprogramming. Ongoing genetic, biochemical, and physiologic murine studies are defining the complexity and redundancy in NAD^+^ biosynthesis and salvage pathways (1–3). This biochemistry occurs within specific organs, between organs and the gut microbiome (4–6). Furthermore, genetic mitochondrial defects, degenerative, autoimmune, and inflammatory diseases, as well as aging, are all associated with reduced NAD^+^ levels (7–10). This, in turn, is postulated to be linked to the underlying pathophysiology of these diseases and to cellular senescence. The complexity of this biology is underscored by the fact that supplementation with NAD^+^ precursors can have effects ranging from minimal to significant in different human diseases (3, 11). Despite these variables, a consistent effect of NAD^+^ boosting in humans remains the blunting of inflammation (12), although the mechanisms underpinning this remain poorly characterized. Our laboratory explores the immune effects of NAD^+^ boosting using the salvage pathway precursor nicotinamide riboside (NR). We have shown that oral NR supplementation in healthy volunteers blunts both innate and adaptive immune responsiveness (9, 13). In both aging and disease models, other investigators have shown that oral NR supplementation broadly reduces inflammation in degenerative diseases, including heart failure (14) and Parkinson’s disease (8), and during aging (15). In those studies inflammatory signatures in peripheral blood mononuclear cells (14), cerebrospinal fluid (8), and serum (8, 15) were attenuated by NR. In ex vivo studies using primary cells from participants with inflammatory (psoriasis) and autoimmune (systemic lupus erythematosus [SLE]) diseases, we have previously shown that NR blunts CD4^+^ Th1 and Th17 immune responsiveness in psoriasis and monocytic type I IFN activation in SLE (9, 13). These immunomodulatory effects appear to be regulated via NAD^+^-dependent control of distinct metabolic pathways, including effects on inosine and arginine metabolism and downstream intracellular signaling events. To determine whether this immunoregulation is operational in vivo and to advance our understanding of the mechanisms underpinning these NR’s antiinflammatory effects, we performed a 4-week placebo-controlled oral supplementation study in psoriasis participants, with a targeted focus on CD4^+^ T cell biology.

Bulk RNA-seq analysis in CD4^+^ T cells implicated that NAD^+^ boosting may modulate the SLIT roundabout receptor (ROBO) signaling pathway. The SLIT family encodes extracellular membrane-associated glycoproteins that function as ligands for the ROBO family of repulsive guidance cell-surface receptors. The role of this ligand-receptor pathway in immunobiology is currently limited, although, interestingly, the SLIT2/ROBO1 pathway has been shown to modulate transformed human Jurkat T cell chemotaxis (16). We quantified SLIT2 levels in the sera of control versus psoriasis volunteers, and in the psoriasis participants in the placebo versus NR supplementation study. Compared with controls, circulating SLIT2 levels were significantly lower in psoriasis, and NR supplementation increased circulating levels in psoriasis participants.

Considering these finding, we elected to pursue the biology of this pathway in CD4^+^ T cells. In this study, we show that SLIT2 mimicked NAD^+^ boosting by blunting Th17 immune responsiveness and that NR concordantly induced ROBO1 expression in Th17 cells. Molecular loss-of-function studies in primary human CD4^+^ T cells demonstrated that SLIT2/ROBO1 signaling, via inhibition of the T cell Activation Rho GTPase-Activating Protein (TAGAP), dampened canonical inflammatory Th17 cell activation. Furthermore, given that skin fibroblasts are upstream drivers of systemic inflammation in psoriasis (17), we explored the role of NR and SLIT2 in primary skin fibroblasts extracted from a distinct cohort of participants in the control and psoriasis groups. NR supplementation increased SLIT2 release from primary human fibroblasts derived from both healthy control and psoriasis-lesion skin biopsies. Moreover, primary fibroblasts from psoriasis-lesion biopsies showed higher levels of IL-6 secretion, which were blunted by coculture with either NR or SLIT2. Together these findings support a broader role for the SLIT2/ROBO1-RhoGTPase signaling pathway in mediating NAD^+^ boosting antiinflammatory effects in psoriasis and identify ROBO1 as a cell surface receptor that may serve as a putative therapeutic target for this disease.

## Results

### Oral NR attenuates Th1 and Th17 immune responsiveness in psoriasis.

We found that ex vivo NR administration blunts Th1 and Th17 immunomodulation in CD4^+^ T cells isolated from healthy volunteers and participants with psoriasis (13). To validate the in-vivo effect of NR in participants with psoriasis (13), we recruited and obtained consent from 27 volunteers with mild-to-moderate psoriasis to participate in a randomized, oral study comparing NR with a placebo (500 mg twice daily). Participant enrollment is shown on Figure 1A. The study protocol is schematized, with research blood drawn at baseline and after 4 weeks of supplementation (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.203826DS1). The participant demographics showed similar extents of skin involvement in the placebo and NR arms, as measured by the psoriasis area and severity index (PASI) (Supplemental Figure 1B). NR was well tolerated with no serious adverse effects. The participant demographics and adverse events have been reported under the FDAAA 801 rule and published on clinicaltrials.gov under the results posted section.

Following study completion, stored whole-blood NAD^+^ levels were measured, showing elevated NAD^+^ in response to NR versus placebo-supplemented volunteers (Figure 1B). Clinical measurements of the leukocyte differential counts showed no profound effects of NR, although NR modestly and significantly reduced neutrophil levels (Supplemental Table 1). Interestingly, we found this same effect on neutrophil levels in a prior placebo-controlled study in healthy volunteers (Clinical Trial No.: NCT02812238). Data from that study has been published (13), although we did not previously reported on the NR effect on neutrophils from that study. These data are now presented here in Supplemental Table 2. Clinical chemistry measurements revealed no appreciable effects of NR versus placebo on fasting blood glucose, albumin, liver transaminases, or cholesterol levels (Supplemental Table 3). In contrast, direct bilirubin levels were modestly, albeit significantly, higher in the NR-treated participants, although this appears attributable to higher baseline levels. Within-cohort analysis showed that NR reduced blood urea nitrogen (BUN) and total cholesterol levels, whereas no effects were observed in placebo-control participants (Supplemental Table 3). Furthermore, levels of C-reactive protein (CRP), an acute phase reactant that may reflect systemic inflammation, was significantly blunted following NR administration in this study (Supplemental Table 3). As ex vivo NR supplementation has been shown to modulate arginine metabolism (13) and arginine is pivotal for ammonia detoxification in the urea cycle, it should also be noted that NR reduced blood urea nitrate (BUN) levels and the BUN/Creatinine ratio (Supplemental Figure 1, C and D). Consistent with our prior ex vivo study, NR blunted both IFN-γ (IFNg) and IL-17 production in response to T cell receptor (TCR) activation of CD4^+^ T cells (Th0) isolated from psoriatic individuals (Figure 1, C and D), with no effect on the Th2 cytokine IL-4 (Supplemental Figure 1E). These data were confirmed by flow cytometry (antibody panel: Supplemental Table 3). Th1 cells were double-stained with the Th1 transcription factor TBX21 and IFNg (Figure 1E), and Th17 cells were stained with the Th17 transcription factor RORC and IL-17 (Figure 1F). Double staining of Th2 cells with the transcription factor GATA3 and IL-4, and Treg cells with the transcription factor FOXP3 and CD25, similarly showed no changes in response to NR (Supplemental Figure 1, F and G). Parallel analysis of activated Th0 cells showed no change in the expression of *TBX21*, a reduction in *RORC* expression (Figure 1G), and no effect on transcript levels of *GATA3* or *FOXP3* in response to oral NR supplementation (Supplemental Figure 1H).

### RNA-seq analysis identifies the SLIT-ROBO ligand-receptor signaling pathway as responsive to NR Supplementation.

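Nicotinamide riboside (NR) is a form of vitamin B3 that cells convert to NAD+, and the T cell receptor (TCR) is the antigen receptor through which CD4+ T cells are activated. The libraries analysed here came from CD4+ T cells of 6 participants, taken at week 0 (baseline) and at week 4 (NR). The NR dose is 500 mg in the paper and 250 mg in the sample labels, each for 2 doses per day. Cells were sequenced unstimulated (naive) or after 3 hours of TCR stimulation (activated). There were 6 naive baseline, 6 naive NR, 5 activated baseline and 6 activated NR libraries, 23 in all, which gave 6 naive and 5 activated pairs from the same participant. The visit is the comparison itself and placebo libraries are not analysed here, so any technical difference between the visits is confounded with NR. The authors trimmed reads with Cutadapt (v1.18), aligned them to GRCh38.p12 with STAR (v2.7.6a) and estimated the expected count of each gene with RSEM (v1.3.0). These deposited counts are not scaled to library size.
The total of expected counts per library had a median of 64108400 at naive baseline (range 28257281 to 74522797) and 82144953 for naive NR (69368728 to 98963288). In activated cells the median was 44086586 at baseline (30035582 to 48476911) and 52290111 for NR (45869745 to 83541118). The total was higher for NR in 6 of 6 naive pairs, by a mean of 25345400 counts ± 19830800 (SD) and a ratio of 1.03 to 3.15 (two-sided exact sign-flip test, p = 0.031, the smallest p that 6 pairs allow, and 0.156 after Benjamini-Hochberg adjustment over 20 library measures). It was also higher in 5 of 5 activated pairs, by a mean of 20847900 ± 13320200 (SD) and a ratio of 1.02 to 1.94 (exact p = 0.063, the smallest p that 5 pairs allow, adjusted 0.179). Counting intervals on such totals are narrow, and the differences between participants set the precision of every value.
Expected counts were rounded, and 18971 of the 58870 genes in the table passed edgeR's filterByExpr at its default minimum count of 10. Library sizes were scaled by TMM, edgeR's factors for differences in composition. Expression was fitted with limma (voomWithQualityWeights) as 1 model of the 4 groups, with the participant as a block through duplicateCorrelation (correlation 0.137) and Benjamini-Hochberg adjustment. As a check of the TCR stimulation, activated libraries were compared with naive libraries over both visits in 12 early activation genes. The log2 fold change was 5.92 for IFNG (adjusted p = 1.19e-09) and 7.59 for IL2 (adjusted p = 2.9e-05), and 11 of the 12 genes were higher in activated cells. The exception was MYC, which fell by 0.40 on the log2 scale (adjusted p = 0.0227).

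**Figure D1:**
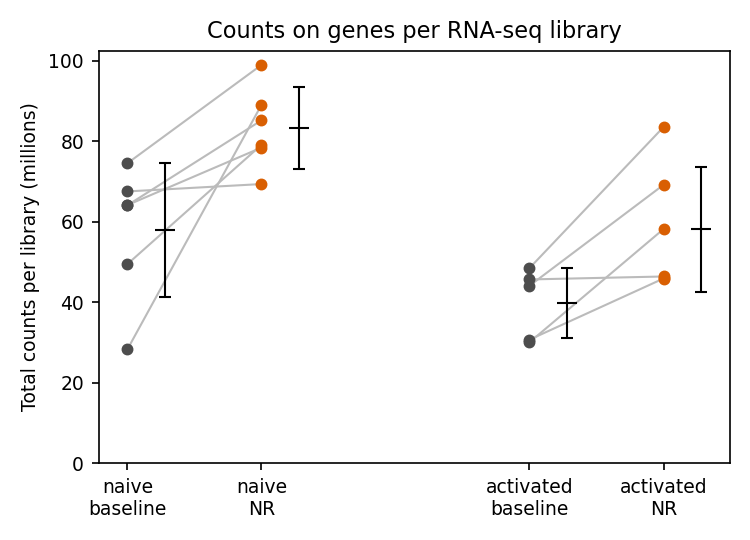
Total expected counts on genes per RNA-seq library (vertical axis, scaled as labelled) in the 4 groups. Points are libraries, grey lines join the libraries of the same participant, and black bars give the mean ± SD. The line rises from baseline to NR in 6 of 6 naive and 5 of 5 activated pairs.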

As a discovery approach, bulk RNA-seq was performed on paired CD4^+^ T cells from participants with psoriasis before (baseline) and after 4 weeks of NR supplementation (NR), under both naive and 3-hour TCR-stimulated conditions. Principal component analysis (PCA, PC1 versus PC2) demonstrated separation of status of activation and NR supplementation, with 44.6% of the variance (along PC1) in gene expression data explained by NR supplementation alone, indicating that NR induced global transcriptional changes in CD4^+^ T cells (Supplemental Figure 2A). 

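The legend of Supplemental Figure 2A describes a PCA of all genes detected and names no scaling. The PCA was computed first from the expected counts without scaling, over the 32160 genes with a count in at least 1 of the 23 libraries. PC1 held 87.4% of the variance and PC2 held 5.26%. Membership of the NR or baseline group accounted for 18.8% of the variance of the PC1 scores, and the activation state for 46.7%. PC1 scores were higher for NR in 6 of 6 naive pairs (two-sided exact sign-flip test, p = 0.031) and in 5 of 5 activated pairs (exact p = 0.063). They also followed the library total. Within the 12 naive libraries Pearson's r between total and PC1 was 0.992 and Spearman's rank correlation was 0.986 (permutation p = 1e-05 for each, the smallest that 100000 resamples give). Within the 11 activated libraries r was 0.994 (permutation p = 1e-05) and the rank correlation was 0.964 (permutation p = 4e-05). Without the 2 libraries farthest from the median total, r was 0.978 in the naive and 0.981 in the activated libraries. These relations were 3 of a family, the other being all 23 libraries together (r = 0.974).
Scaling the counts to library size changed what PC1 separated. With counts scaled linearly to the same library total (CPM), PC1 held 59.6% of the variance, with 0.455% of its scores attributed to NR and 95.1% to the activation state. With log2 CPM and TMM, the alternative that left PC1 the smallest share of variance, it held 41.2% and PC2 held 7.61%. NR then accounted for 0.23% of the PC1 scores and the state for 96.9%. On that scale PC1 still moved the same way in 6 of 6 naive pairs (exact p = 0.031), against 3 of 5 activated pairs (exact p = 0.75). When each gene was also scaled to unit variance, PC1 held 41.3% and PC2 13.3%, with 0.0166% of the PC1 scores attributed to NR. Of the PC2 scores, NR accounted for 28.6% in the unscaled counts, 24.6% with CPM, 0.0487% with log2 CPM and 29.6% with each gene scaled.

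**Figure D2:**
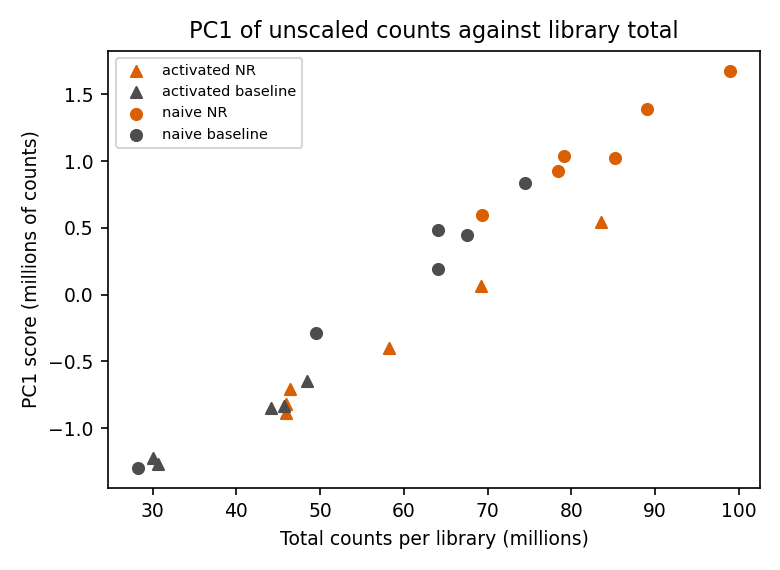
PC1 score of the unscaled expected counts (vertical axis, counts) against the total of expected counts on genes (horizontal axis, counts), both scaled as labelled. Each point is 1 of the 23 libraries; circles are naive, triangles are activated, grey is baseline and orange is NR. The libraries lie along a line, with r of 0.992 among the naive and 0.994 among the activated libraries.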

Differential analyses comparing gene expression in NR versus baseline identified total of 723 (392 up, 331 down) and 491 (129 up, 362 down) significant genes (*P* value < 0.05) in naive and activated T cell states, respectively. 

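With the limit of Supplemental Figure 2B, an unadjusted P under 0.05 and an absolute log2 fold change over 1, the limma fit gave 432 genes in naive cells, 265 higher and 167 lower after NR. In activated cells it gave 316 genes, 88 higher and 228 lower, and 37 genes were shared between the states. Without the fold change limit, 2908 naive genes (2232 higher, 676 lower) and 1996 activated genes (1018 higher, 978 lower) had an unadjusted P under 0.05. That split depended on the scaling. In naive cells it was 1634 higher and 1235 lower with library totals, 1673 and 1338 with DESeq2's size factors, 1896 and 1305 with quantile normalization, and 719 and 608 with the trend against GC content and gene length removed. In activated cells it was 925 and 1138, 1066 and 1048, 1046 and 943, and 2106 and 349 in the same order. In the last of these the median over all genes was 0.07, against -0.04 without the correction. After adjustment over the 18971 genes, 0 genes were under 0.05 in either state, and the smallest adjusted p was 0.0833 in naive and 0.392 in activated cells. For the difference of the NR effect between activated and naive cells, 548 genes had an unadjusted P under 0.05 and 0 an adjusted p under 0.05 (smallest 0.593).
Most of the called genes had few reads. A mean count under 50 was found for 377 (87.3%) of the naive and 257 (81.3%) of the activated calls, against 26.3% of the tested genes. The change had the same direction in all 6 pairs for 125 of the naive calls (28.9%), and in all 5 pairs for 113 of the activated calls (35.8%). The calls were chosen on these same pairs. The filter on low counts moved the number of calls most in both states. With every gene of at least 1 count kept, there were 2042 naive (509 higher, 1533 lower) and 1855 activated genes (179 higher, 1676 lower). With a mean of at least 50 counts, there were 63 naive (25 higher, 38 lower) and 95 activated genes (30 higher, 65 lower). The direction of the calls also depended on the scaling. Under quantile normalization in place of TMM there were 211 higher and 211 lower genes in naive cells, and 189 higher and 209 lower in activated cells. The adjusted count depended on the libraries fitted together. When the 12 naive libraries were fitted alone, 1551 naive genes (1255 higher, 296 lower) had an adjusted p under 0.05. With the trend against GC content and gene length removed from each library as well, a combination chosen after the data were seen, that number was 0, with 1565 genes at an unadjusted P under 0.05.
The log2 fold change rose with the GC content of the gene. Across genes, which are not independent replicates, the rank correlation was 0.527 in naive and 0.392 in activated cells. It was positive in 6 of 6 naive pairs, from 0.201 to 0.633 (exact sign-flip test, p = 0.031), and in 5 of 5 activated pairs, from 0.0665 to 0.358 (exact p = 0.063). Genes in the top decile of GC content (61.3% or more) had a median log2 fold change of 0.43 in naive and 0.30 in activated cells. In the bottom decile (38.5% or less) it was -0.14 and -0.18.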

Volcano plot highlighted differentially expressed genes (DEGs) pre- versus post-NR in both naive and activated cells (Supplemental Figure 2B and Supplemental Data 1 and 2). 

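The genes given here were picked by a rule set without their values, namely the 3 with the smallest P in each direction among those that moved the same way in every complete pair. Positions are those of GRCh38. In naive cells the smallest adjusted p, 0.0833, belonged to GPER1 (ENSG00000164850.15, chromosome 7, 1082208 to 1093815), a G protein-coupled estrogen receptor. It had 0 to 2 counts in the 6 baseline libraries and 7 to 24 in the 6 NR libraries, and it was higher in 6 of 6 pairs (two-sided exact sign-flip test, p = 0.031). No fold is given for it because every baseline library was at or under 3 counts. SPDYE2, a member of a family of near-identical genes among which reads can be shared, rose from 0 to 5 counts to 14 to 35 counts, a log2 fold change of 3.59 (standard error 0.695, adjusted p = 0.12 in limma). AL049830.3 had a log2 fold change of 3.99 (standard error 0.81) with the same adjusted p.
Among the genes lower after NR, NCAM1 (ENSG00000149294.16, chromosome 11, 112961275 to 113278436) encodes the adhesion molecule CD56, a marker of natural killer cells. Its log2 fold change was -3.60 (standard error 0.739, adjusted p = 0.12), from 2 to 25 counts at baseline to 0 to 10. The small RNA gene SCARNA5 had a log2 fold change of -4.57 (standard error 1.04), from 15 to 132 counts to 0 to 13. NAT1 (chromosome 8, 18170477 to 18223689) encodes an N-acetyltransferase. It was the most abundant of the naive genes picked, with a TMM-scaled expression (CPM) of 4.80 ± 0.562 (SD, n = 6) at baseline and 3.24 ± 0.824 (SD, n = 6) after NR, a log2 fold change of -0.62 (standard error 0.136).
The activated genes with the smallest P shared an adjusted p of 0.392. CTU2 (ENSG00000174177.13, chromosome 16, 88706483 to 88715396), which encodes a subunit of a tRNA thiolation enzyme, rose from 11.2 CPM ± 1.05 (SD, n = 5) to 18.4 ± 5.47 (SD, n = 6). Its log2 fold change was 0.74 (standard error 0.169), and it was higher in 5 of 5 pairs (exact p = 0.063). PBX4 had a log2 fold change of 0.52 (standard error 0.122) and STX1A one of 0.77 (standard error 0.197). AC005726.3 fell by 2.61 (standard error 0.695), AHCYL2 by 0.36 (standard error 0.0973) and BCL2L10 by 3.50 (standard error 0.965) on the log2 scale. BCL2L10 had 4 to 24 counts at baseline and 0 to 7 after NR.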

Gene Set Enrichment Analysis (GSEA) identified Reactome pathways involved in the regulation of SLITs and ROBOs in both naive and TCR-activated CD4^+^ T cells (Figure 2A, Supplemental Figure 2C, and Supplemental Data 3 and 4). 

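The Reactome sets were not used here. Lists fixed before the data were examined covered the parts of such sets instead, namely 79 cytosolic ribosomal protein genes, 41 proteasome subunit genes, and 10 genes for the SLIT ligands, the ROBO receptors and the SRGAP proteins that bind them. All genes were ranked by the sign of the fold change times -log10 of the unadjusted P and tested with fgsea, with adjustment over 19 lists.
The ribosomal protein genes were higher after NR in both states. In naive cells the normalized enrichment score was 2.31 (adjusted p = 1.37e-13 from fgsea on the limma ranks), with a median log2 fold change of 0.15 and 73 of 79 genes higher. Adjusted over the list alone, 35 of the 79 genes were under 0.05, and over all genes tested 0 were. The median over the list was higher in 4 of 6 pairs (exact sign-flip test, p = 0.1875), and the share of all counts on these genes went from 12.8% ± 1.16 (SD, n = 6) to 13.8% ± 0.761 (SD, n = 6). For activated cells the score was 2.40 (adjusted p = 1.74e-09), with a median of 0.06, 55 of 79 genes higher and 0 genes under 0.05 adjusted over the list alone. The median was higher in 4 of 5 pairs (exact p = 0.375), and the share went from 10.5% ± 0.737 (SD, n = 5) to 11.0% ± 0.513 (SD, n = 6). RPS19 had the smallest P of the list in naive cells (log2 fold change 0.35, standard error 0.0903) and RPS28 in activated cells (0.61, standard error 0.191).
The proteasome genes had a score of 1.53 in naive cells (adjusted p = 0.0206, 26 of 41 genes higher, median 0.10), led by PSMB10 at 0.72 (standard error 0.181). The activated score was 2.18 (adjusted p = 2.59e-05, 34 of 41 higher, median 0.10), led by PSMD8 at 0.29 (standard error 0.108, higher in 3 of 5 pairs). Adjusted over the list alone, 1 proteasome gene was under 0.05 in naive and 0 in activated cells, against 0 over all genes tested. The median over the list was higher in 5 of 6 naive pairs (exact sign-flip test, p = 0.125) and in 3 of 5 activated pairs (exact p = 0.5625). The naive call held under none of the 3 other scalings, with an adjusted p of 0.231 for library totals alone, 0.253 for DESeq2's size factors and 0.106 for quantile normalization. With 1 participant left out in turn it ranged from 0.00114 to 0.726. Of the 10 SLIT, ROBO and SRGAP genes, 7 passed the filter. Their score was -1.50 in naive cells (adjusted p = 0.109, 3 of 7 higher, median -0.07) and 1.19 in activated cells (adjusted p = 0.409, 2 of 7 higher, median -0.21).
The results also depended on the test. The mean correlation between genes was 0.476 for the ribosomal protein list and 0.359 for the proteasome list. With camera at its preset correlation of 0.01, the ribosomal protein list stayed under 0.05 in both states and the proteasome list in activated cells, with 0.0742 in naive cells. With the correlation estimated from the libraries, the adjusted p of the ribosomal protein list was 0.26 in naive and 0.691 in activated cells, and 0.0551 and 0.571 with fry. For the proteasome list it was 0.62 and 0.5 with the estimated correlation, and 0.259 and 0.383 with fry, so none of these 4 calls held under either test. From its bioinformatics data, which include the enrichment in both states and the heatmaps, the paper states that NR regulated the SLIT-ROBO pathway.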

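The genes that Figure 2B lists for activated cells and Supplemental Figure 2D lists for naive cells were looked up among the tested genes. Of the 35 genes of Figure 2B, 19 encode ribosomal proteins, 8 encode proteasome subunits and 1, SLIT1, is a SLIT or ROBO gene. In activated cells 32 of the 35 had a positive log2 fold change and 3 a negative one. The 27 ribosomal and proteasome genes were all higher, with a median of 0.28. Of the 8 others, SLIT1 included, 5 were higher and 3 lower, with a median of 0.27, and their score in the ranked list was 1.36 (p = 0.142 from fgsea's permutation of genes). All 35 had an unadjusted P under 0.05, adjusted over the list alone 35 were under 0.05, and over all genes tested 0 were. The paper's GSEA table for activated cells gives sizes of 33 and 35 genes for its SLIT and ROBO sets and the paper calls its ranked list unfiltered. In the lists used here, 19 of 79 ribosomal protein and 8 of 41 proteasome genes had an unadjusted P under 0.05 in activated cells, and these are the 19 and 8 in the figure, so for these genes the figure holds the part that passed that limit. The paper picked the genes on these libraries, so the count over the list is not independent evidence. In naive cells of the same participants and visits, for which the list was not drawn, 32 of the 35 were higher and 25 had an unadjusted P under 0.05. Their naive median went from 0.308 to 0.0768 with the trend against GC content and gene length removed.
Supplemental Figure 2D lists 66 genes, of which 64 were tested. They hold 38 ribosomal protein genes, all 38 higher in naive cells, and 9 proteasome genes, 5 of them higher. These 47 genes had a median log2 fold change of 0.25. The other 19 genes hold 2 SLIT, ROBO or SRGAP genes. Of the 17 of them that were tested, 6 were higher and 11 lower, with a median of -0.14 and a score of -1.26 (p = 0.172 from fgsea's permutation of genes). Over the whole list 49 genes were higher and 15 lower after NR in naive cells.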

Heatmaps show that the genes associated with SLIT-ROBO pathway were uniformly upregulated in response to NR in both naive and TCR-activated cells (Figure 2B and Supplemental Figure 2D). To validate these transcript-level changes, we quantified the expression of SLIT and ROBO genes in CD4^+^ T cells. The levels of *SLIT2*, *SLIT3*, *SLIT4,* *ROBO2*, *ROBO3*, and *ROBO4* were either not detectable or expressed at very low abundance (data not shown). In contrast, the genes encoding SLIT1 and ROBO1 were expressed in both naive and TCR-activated CD4^+^ T cells. In naive cells, NR supplementation increased *ROBO1* but not *SLIT1* transcript levels (Supplemental Figure 2E). In TCR-activated cells, both *SLIT1* and *ROBO1* transcripts were induced by in vivo NR supplementation (Figure 2C). To further validate the RNA-seq data, we assayed the transcript levels of the ubiquitin-like and ribosomal protein S30 fusion protein (FAU), which was also significantly induced in both naive and activated CD4^+^ T cells (Figure 2C and Supplemental Figure 2E). To evaluate the effect of psoriasis, we analyzed cDNA from our prior ex vivo NR administration study in primary CD4^+^ T cells from healthy control and psoriasis participants (13). In activated cells, NR significantly increased *SLIT1, ROBO1,* and *FAU* transcript levels in psoriasis but not in healthy control CD4^+^ T cells (Figure 2D and Supplemental Figure 2F). Interestingly, *ROBO1* expression was elevated at baseline and further augmented by NR in the psoriasis cohort (Figure 2D). We then assayed the transcript levels of *SLIT1* and *ROBO1* during primary CD4^+^ T cell polarization. Transcript levels of *SLIT1* were significantly upregulated following Th1 polarization, and RNA and protein levels of ROBO1 were induced by Th17 polarization (Figure 2E and Supplemental Figure 2G). To extend these findings, we measured circulating levels of the SLIT isoforms. SLIT1 was undetectable in this cohort of psoriasis participants (data not shown), SLIT2 was measurable in the low ng/ml range, and SLIT3 was detectable at less than 1 ng/ml (Figure 2F and Supplemental Figure 2H). NR supplementation significantly increased circulating SLIT2 levels (Figure 2F) without affecting SLIT3 levels in serum from the in vivo intervention study (Supplemental Figure 2H). Circulating SLIT2 was reduced in psoriasis participants relative to healthy controls, whereas SLIT3 levels were similar between groups (Figure 2G and Supplemental Figure 2I). 

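SLIT1 (ENSG00000187122.17) lies on chromosome 10 of GRCh38 from 96998038 to 97185959, on the minus strand, and encodes a secreted ligand of the ROBO receptors. Its TMM-scaled expression in naive cells was 0.40 CPM ± 0.166 (SD, n = 6) at baseline and 0.50 ± 0.156 (SD, n = 6) after NR, from 12 to 39 and 30 to 68 counts per library. The log2 fold change was 0.20 (standard error 0.317, adjusted p = 0.813 in limma), higher in 4 of 6 pairs (two-sided exact sign-flip test, p = 0.21875). Its sign turned to -0.02 with the GC content and length trend of each library removed, and to -0.01 without 1 of the participants. After TCR stimulation the 5 baseline libraries held 0 to 5 counts and the 6 NR libraries 7 to 22, which is 0.0683 ± 0.0759 (SD, n = 5) and 0.208 ± 0.0632 (SD, n = 6) CPM. The log2 fold change was 2.19 (standard error 0.687), with an unadjusted P of 0.00397 and an adjusted p = 0.392. It was higher in 4 of 5 pairs (exact p = 0.125), and adjusted over the list of SLIT, ROBO and SRGAP genes alone SLIT1 was the 1 gene under 0.05. Without 1 of the participants the value was 1.42, with an unadjusted P of 0.054. The difference of the effect between the states had an unadjusted P of 0.0145 and an adjusted p of 1. TCR stimulation itself lowered SLIT1, by a log2 fold change of -2.21 over both visits (adjusted p = 2.02e-05).
ROBO1 (ENSG00000169855.20, chromosome 3, 78597239 to 79767998) encodes a receptor for SLIT ligands. In naive cells it went from 0.353 CPM ± 0.226 (SD, n = 6) to 0.213 ± 0.230 (SD, n = 6), a log2 fold change of -1.54 (standard error 0.684, adjusted p = 0.279). The unadjusted P was 0.0334, and it was higher in 3 of 6 pairs and lower in 3 (exact p = 0.28125). With no block for the participant that P was 0.0615, and with the participant as a fixed block it was 0.227. In activated cells ROBO1 went from 0.231 ± 0.182 (SD, n = 5) to 0.238 ± 0.285 (SD, n = 6), a log2 fold change of -0.46 (standard error 0.891, adjusted p = 0.889), lower in 4 of 5 pairs. The activated NR mean included 0.80 CPM in the participant without an activated baseline library, against at most 0.264 in the other participants. The means of ROBO1 in activated cells therefore do not compare the same participants. ROBO3 (chromosome 11, 124865432 to 124881471) was the most abundant ROBO gene. It had 13.6 CPM ± 5.48 (SD, n = 6) at naive baseline and 16.1 ± 5.22 (SD, n = 6) after NR, a log2 fold change of 0.20 (standard error 0.236, adjusted p = 0.732), and was higher in 6 of 6 pairs (exact p = 0.031). ROBO4 had a log2 fold change of -0.91 in naive cells (adjusted p = 0.598). ROBO2 had 0 counts in all 23 libraries, and SLIT2 and SLIT3 did not pass the filter, with at most 15 counts in a library.
FAU (ENSG00000149806.11, chromosome 11, 65120630 to 65122177) encodes a ubiquitin-like protein fused to ribosomal protein S30. In naive cells it went from 323 CPM ± 84.2 (SD, n = 6) to 428 ± 50.3 (SD, n = 6), a log2 fold change of 0.43 (standard error 0.116, adjusted p = 0.133), and was higher in 5 of 6 pairs (exact p = 0.063). In activated cells it went from 308 ± 30.5 (SD, n = 5) to 394 ± 66.7 (SD, n = 6), a log2 fold change of 0.33 (standard error 0.129, adjusted p = 0.407), and was higher in 5 of 5 pairs (exact p = 0.063). The unadjusted P was 0.00125 in naive and 0.0162 in activated cells, and without 1 of the participants the latter was 0.0514. SRGAP1 had 0 to 15 counts at naive baseline and 0 to 3 after NR, lower in 5 of 6 pairs (exact p = 0.063, limma adjusted p = 0.177), so no fold is given. SRGAP2, which shares near-identical stretches with its paralogs, had log2 fold changes of 0.03 and -0.21 in naive and activated cells, and SRGAP3 of -0.07 and -0.16.

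**Figure D3:**
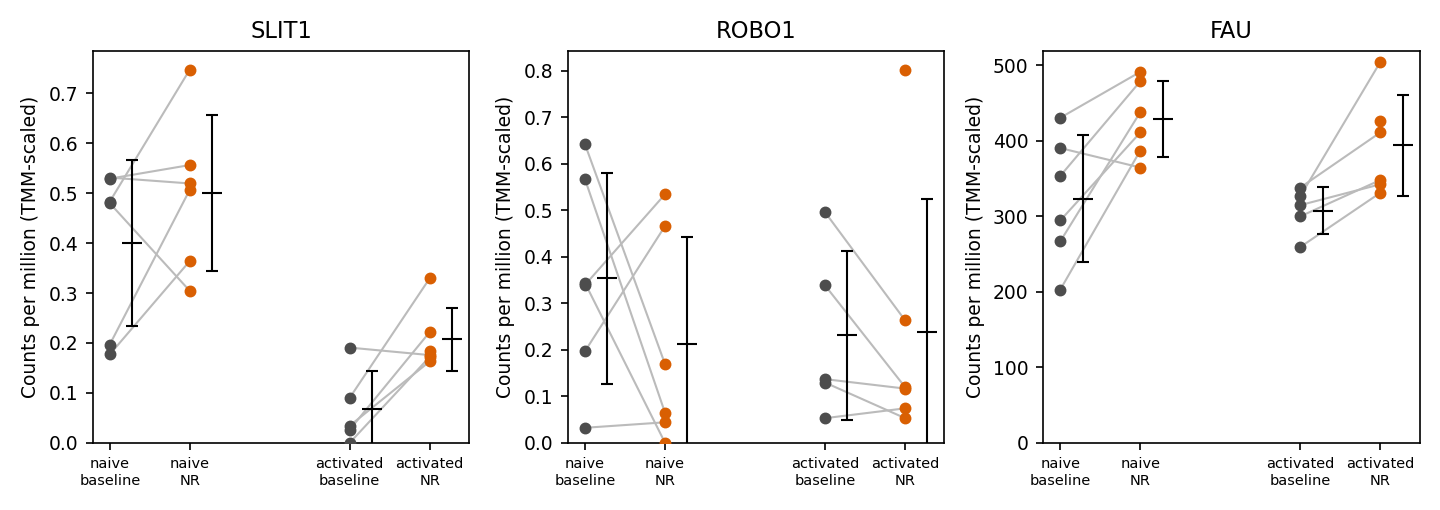
TMM-scaled CPM (vertical axes) of SLIT1, ROBO1 and FAU in the 4 groups. Points are libraries, grey lines join the libraries of the same participant, and black bars give the mean ± SD, clipped at 0. In activated cells SLIT1 was higher after NR in 4 of 5 pairs, ROBO1 was lower in 4 of 5 and FAU was higher in 5 of 5.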

The bioinformatics data clearly uncovered the regulation of the SLIT-ROBO pathway in response to NR. At the same time, the quantification of transcript levels, which may not directly reflect biological activity, showed variable results. However, circulating levels of SLIT2, as the ligand in this pathway, were both altered in psoriasis and modified by NR. Hence, given the reduced levels of circulating SLIT2 in psoriasis, its induction by NR and the robust expression of its cognate receptor ROBO1 in CD4^+^ T cells, we focused further analysis on this pathway.

### SLIT2 mimics the effect of NR on dampening Th17 immune responsiveness.

Given our prior data showing that NR preferentially suppresses Th17 activation (13) and that *ROBO1* expression was highest in Th17 cells and induced by NR, we next assayed the effect of endogenous SLIT2 on primary CD4^+^ T cells. As previously observed, IL-17 levels were elevated in Th0 cells from participants with psoriasis compared with participants in the healthy control group. Incubation with recombinant SLIT2 significantly blunted IL-17 secretion in the psoriasis cohort (Figure 3A). This inhibitory effect of SLIT2 on IL-17 release was dose dependent (Supplemental Figure 3A) and also evident in primary CD4^+^ T cells polarized toward the Th17 lineage (Figure 3B). In parallel, SLIT2 diminished the expression of the Th17 polarizing transcription factor *RORC* (Figure 3C). Flow cytometry confirmed these findings, demonstrating that SLIT2 incubation decreased the frequency of RORC^+^IL-17^+^ psoriatic Th17 cells (Figure 3D and Supplemental Figure 3B). To distinguish between nonpathogenic and pathogenic Th17 subsets, CD4^+^ T cells were differentially polarized. SLIT2 preferentially blunted IL-17 secretion from pathogenic Th17 cells (Supplemental Figure 3, C and D). Consistent with these transcriptional and cytokine findings, SLIT2 also attenuated canonical Th17 signaling, evidenced by reduced phosphorylation of STAT3 and downstream mTOR pathway regulators P70S6k, and S6, in Th17 cells (Figure 3, E and F). Finally, in transwell migration assays, SLIT2 significantly reduced activated Th17 cell migration (Supplemental Figure 3E).

### ROBO1 signaling is required for SLIT2-mediated suppression of Th17 activation.

We measured the surface expression of ROBO1 in pathogenic Th17 cells treated with SLIT2. Flow cytometry showed that ROBO1 expression was increased by SLIT2 in these cells (Figure 4A). To determine whether the ROBO1 receptor is required for SLIT2-mediated immunomodulation, a recombinant soluble ROBO1-Fc fusion protein functioning as a ligand trap and competitive inhibitor of ROBO1 signaling was coincubated with SLIT2 in Th17 cells. The soluble ROBO1-Fc impaired the ability of SLIT2 to suppress IL-17 secretion in activated Th17 cells (Figure 4B). Flow cytometry further confirmed that blockade of SLIT2 signaling by soluble ROBO1-Fc reversed the SLIT2-induced reduction of RORC^+^IL-17^+^ cell frequency in psoriatic Th17 cells (Figure 4C). ROBO1 was then transiently depleted in Th17 cells using siRNA, resulting in approximately 60% reduction in *ROBO1* transcript levels (Supplemental Figure 4A). ROBO1 knockdown abrogated the suppressive effects of SLIT2 on both IL-17 secretion and the frequency of RORC^+^IL-17^+^ Th17 cells (Figure 4D) and prevented SLIT2 from downregulating *RORC* expression (Figure 4E). In parallel, ROBO1 depletion abolished the inhibitory effects of SLIT2 on STAT3, P70S6K, and S6 phosphorylation, restoring canonical Th17 signaling activation (Figure 4, F and G). In contrast, siRNA-targeted knockdown (KD) of *SLIT1* in Th17 cells did not alter the capacity of exogenous SLIT2 to suppress *RORC* expression or IL-17 secretion (Supplemental Figure 4, B–D), confirming the specificity of SLIT2-ROBO1 signaling in mediating these effects.

### RhoGTPase signaling mediates SLIT2-dependent immunomodulation.

A canonical signaling pathway downstream of SLIT-ROBO signaling includes the intracellular domain of ROBO interacting with Rho GTPase activating proteins (GAPs) (18, 19). We therefore examined the expression of more ubiquitously expressed SLIT-ROBO GAPs (SRGAPs) and the T cell-enriched Rho GTPase, TAGAP (20) in Th17-polarized CD4^+^ T cells. Among these, the expression of *TAGAP* was markedly higher than *SRGAP* isoforms, with *SRGAP2* being the most abundant *SRGAP* in Th17 cells (Figure 5A). During CD4^+^ T cell polarization, *TAGAP* expression was detected across all T helper lineages, but was most enriched in Th17 cells (Figure 5B). Both TAGAP and SRGAPs regulate the small Rho GTPase family (RhoA, Rac, and CDC42) as GTPase activating proteins. Consistent with this regulation, NR reduced *TAGAP* and *SRGAP2* transcript levels in both naive and Th0 cells relative to the placebo control group (Supplemental Figure 5, A and B). To test whether NR effects were preserved ex vivo, we quantified *TAGAP* and *SRGAP2* transcript levels in TCR-activated CD4^+^ T cells from individuals who were healthy and had psoriasis. Interestingly, transcript levels of *TAGAP* were elevated at baseline in psoriasis and exclusively blunted by NR treatment in psoriatic cells (Figure 5C and Supplemental Figure 5C). In Th17-polarized CD4^+^ T cells from participants with psoriasis, SLIT2 treatment reduced steady-state TAGAP protein levels (Figure 5, D and E).

GTPase activity assays showed that Rho GTPase activity was elevated in psoriatic CD4^+^ T cells relative to healthy volunteers (Figure 5, F and H), and SLIT2 attenuated RhoA GTPase activity and GTP-binding affinity in psoriatic Th17 cells (Figure 5, G and I). In contrast, the GSEA of TCR-activated cells from the NR intervention did not identify GTPase-related pathways, but we showed strong evidence of reactive oxygen species–associated (ROS-associated) signatures. This regulation following in vivo NR supplementation parallels the prior findings of reactive oxygen species regulatory effects in response to ex vivo NR supplementation in CD4^+^ T cells (Supplemental Figure 5D) (13). 

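A list of antioxidant genes stood in for the Reactome pathways. In activated cells the 31 tested antioxidant genes had a normalized enrichment score of 1.49 (adjusted p = 0.0478 from fgsea on the limma ranks), with a median log2 fold change of 0.10 and 22 of 31 genes higher. That adjustment includes the genes of Figure 2B and Supplemental Figure 2D, which the paper took from these libraries. Their small p-values lower the adjusted p of the other lists. The p-value of fgsea is drawn at random. Over 20 seeds it ranged from 0.0478 to 0.152, and the seed used was the only 1 of the 20 under 0.05. The median of the list was higher in 3 of 5 pairs (exact sign-flip test, p = 0.375). Of the 31 genes, 4 had an unadjusted P under 0.05 (3 higher, 1 lower), and adjusted over the list alone, as over all genes tested, 0 were under 0.05. With each participant left out in turn, the adjusted p ranged from 0.0157 to 0.427 and was over 0.05 in 4 of the 6 fits. CAT, which encodes catalase (chromosome 11, 34438934 to 34472060), had the smallest P of the list. It went from 35.0 CPM ± 8.21 (SD, n = 5) to 28.1 ± 6.19 (SD, n = 6), a log2 fold change of -0.39 (standard error 0.124, adjusted p = 0.392), and was lower in 3 of 5 pairs.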

To evaluate whether SLIT2 recapitulates this metabolic regulation, SLIT2-treated Th17 cells displayed reduced total cellular and mitochondrial ROS, as measured by DCFDA and MitoSox assays, respectively (Supplemental Figure 5, E and F).

### RhoGTPase signaling is regulated through the interaction between ROBO1 and TAGAP.

To determine whether SLIT2 blunts Th17 activity by inhibiting GTPase signaling, selective inhibitors targeting individual GTPases were compared with recombinant SLIT2 treatment. Pharmacologic inhibition of CDC42 (ML141), RAC (EHop-016), or RHO (Rhosin) each suppressed IL-17 secretion from psoriatic Th17-polarized cells to a similar extent as SLIT2 (Figure 6A). This blunting effect on IL-17 secretion was also evident after inhibition of the downstream Rho-associated kinase (ROCK) using Y27632 or Fasudil (Figure 6B).

This regulatory effect was dependent on TAGAP, as siRNA-targeted *TAGAP* KD attenuated SLIT2’s ability to blunt IL-17 release, although TAGAP KD alone also reduced IL-17 secretion (Figure 6C and Supplemental Figure 6A). TAGAP KD had a similar effect to SLIT2 on blunting RhoA GTPase activity and phosphorylation of STAT3 and S6 (Figure 6, D–F), and similarly reduced *RORC* transcript levels, which were not further blunted by SLIT2 treatment (Supplemental Figure 6B). Coimmunoprecipitation assays revealed a physical interaction between TAGAP and the ROBO1 receptor, supporting a direct signaling link between SLIT2-ROBO1 and Rho GTPase regulation by TAGAP (Figure 6, G and H). In contrast, the siRNA KD of SRGAP2 did not attenuate the ability of recombinant SLIT2 to dampen Th17 polarization or activation, reinforcing the predominant role of the TAGAP GTPase in SLIT2-mediated immunomodulation in Th17 cells (Supplemental Figure 6, C–E).

### Dermal fibroblasts are a source of SLIT2 production in response to NR administration.

Psoriatic inflammation arises in par from dysregulated signaling among dermal innate, adaptive, and nonprofessional immune cells (21). To investigate whether NR modifies this inflammatory crosstalk, skin punch biopsies were obtained from healthy volunteers and from the lesional skin of participants with psoriasis (Supplemental Figure 7A). Primary dermal fibroblasts were cultured for biochemical analysis. Quantitative PCR analysis of SLIT and ROBO family transcripts revealed that *SLIT2* and *SLIT3* were markedly enriched compared with *SLIT1* in primary fibroblasts, whereas their expression was diminished in psoriasis-derived fibroblasts compared with controls (Supplemental Figure 7B). The transcript level of *SLIT4* and *ROBO3* were undetectable (data not shown). Among ROBO isoforms, *ROBO1* was most abundant, and expression of *ROBO1*, *ROBO2*, and *ROBO4* transcripts were elevated in psoriasis fibroblasts relative to healthy controls (Supplemental Figure 7, C and D). Importantly, this transcriptional increase in *ROBO1* was also confirmed at the protein level by flow cytometric analysis (Supplemental Figure 7D). Ex vivo NR supplementation increased transcript levels of *SLIT2* and enhanced SLIT2 protein release from both healthy and psoriatic fibroblasts, without altering *ROBO1* expression (Figure 7A and Supplemental Figure 7E). When primary human fibroblasts were exposed to conditioned media with Th17-differentiation supplements, secretion of IL-6 and TNFa was elevated but was significantly reduced by the concurrent exposure to recombinant SLIT2 (Supplemental Figure 7F). Comparative assays demonstrated that SLIT2 exerted a stronger antiinflammatory effect than NR supplementation, in more effectively reducing the canonical fibroblast chemokines, CCL2 and CXCL8 and cytokine, IL-6 (Figure 7B). This enhanced SLIT2-mediated immunomodulation was operational in both healthy and psoriatic fibroblasts. Although baseline IL-6 secretion was higher in psoriatic fibroblasts, both NR and SLIT2 significantly reduced its levels (Figure 7C). Finally, siRNA-mediated *ROBO1* KD specifically disrupted the antiinflammatory effects of SLIT2 in healthy fibroblasts, confirming that the SLIT2-ROBO1 axis mediates this regulatory response (Figure 7D and Supplemental Figure 7G). Together, these findings support NR-mediated immunoregulation in psoriasis, whereby NR-induced NAD^+^ elevation enhances SLIT2 levels, which act in a paracrine manner on CD4^+^ T cells via ROBO1 to suppress Th17 responsiveness via modulation of TAGAP/RhoA/STAT3 signaling (Figure 7E).

## Discussion

The major findings from this study are that increasing whole-blood NAD^+^ levels in response to in-vivo NR supplementation dampened CD4^+^ T cell, Th1, and Th17 immune responsiveness without affecting Th2 or Treg regulatory programs. Moveover, these immune-regulatory effects in Th17 cells were mediated, in part, via activation of the SLIT2-ROBO1 signaling pathway through the inhibition of T cell–enriched Rho GTPase-TAGAP. NR supplementation further increased circulating SLIT2 levels, and in primary skin fibroblasts, NR increased SLIT2 production while concurrently blunting fibroblast inflammatory activity. Interestingly, IL-6 levels were elevated in fibroblasts extracted from psoriatic participants compared with controls, and NR similarly dampened IL-6 production in these nonprofessional immune cells.

Previously we had shown that NR preferentially reduced Th17 immune responsiveness in CD4^+^ T cells extracted from people with psoriasis. This study was designed as a short-term, placebo-controlled study to evaluate biological effects rather than clinical efficacy of oral NR supplementation in participants with psoriasis. Nevertheless, and consistent with NR oral supplementation in other diseases, including heart failure, Parkinson’s disease, and insulin resistance, supplementation with this vitamin B3 analogue was well tolerated. Although not fully explored, the most interesting potential leukocyte effect was that NR reduced absolute and relative neutrophil levels. Given the importance of NETosis in inflammatory and autoimmune diseases such as psoriasis and SLE, this regulation warrants further investigation.

The SLIT proteins are secreted glycoproteins initially discovered as extracellular ligands that guide cell migration during neuronal organogenesis. Their recognized biological roles have since expanded to include regulation of organ development, angiogenesis, inflammatory cell chemotaxis, and tumor cell migration and metastasis (22). SLIT1 is predominantly synthesized in the brain, whereas SLIT2 and SLIT3 are more ubiquitously expressed. The ROBO1 receptor is similarly broadly expressed, as is SRGAP1. In contrast, the TAGAP transcript is predominantly enriched in the bone marrow, although the protein itself is detected across multiple tissue types. Notably, single-cell RNA-seq data show that *TAGAP* is most highly expressed in neutrophils, but also present across other leukocyte lineages (23).

In this study, we find that participants with psoriasis have lower circulating SLIT2 levels compared to healthy controls and that SLIT2 levels are induced by NR. Although the tissue source of circulating SLIT2 has not been directly identified, we demonstrate that NR supplementation increases SLIT2 secretion from primary skin fibroblasts from both healthy volunteers and individuals with psoriasis. ROBO1 expression is also higher in CD4^+^ T cells extracted from participants with psoriasis and is highest within the Th17 lineage. TAGAP transcript levels are also enriched in CD4^+^ T cells in psoriasis, enriched in the Th17 lineage, and attenuated in response to NR supplementation. Furthermore, loss-of-function studies identify that SLIT2-mediated inhibition of Rho-GTPase activity via ROBO1 signaling contributes to downstream of NR-dependent suppression of Th17 immune responsiveness. Supporting these findings, SNP analyses have linked TAGAP to the pathogenesis of multiple inflammatory and autoimmune diseases, including psoriasis (24). Knockout mouse studies similarly demonstrated that TAGAP is required for Th17 cell differentiation and that TAGAP depletion ameliorates the pathological features of experimental autoimmune encephalomyelitis and rheumatoid arthritis (25, 26). At a mechanistic level, this biology supports a model in which TAGAP interacts with the TCR to attenuate receptor activity below the Th17-cell differentiation threshold (25). Interestingly, broader GTPase biology may play a role in Th17 biology as the Rac family small GTPase 1 (Rac1) functions as a component of that Tiam1/Rac1 complex binding to, and transactivating, the Th17 transcription factor RORgt (27).

A broader role of SLIT2 in immunoregulation has also begun to be emerge. SLIT2 has been shown to exhibit antitumor effects *via* macrophage M1 polarization accompanied by increased glycolysis and reduced fatty acid oxidation rate (28). Furthermore, macrophage SLIT2/ROBO1 signaling suppresses mTORC1 to augment lysosomal biogenesis and phagocytic bacterial killing (29). mTORC1 has been shown to be essential for murine Th17 cell differentiation (30), and our data similarly show that this pathway is blunted by SLIT2 in human Th17 cells. Additionally, in the isolated perfused heart, SLIT2 overexpression blunted the cardiac inflammatory response by reducing NFkB and NLRP3-linked cytokine secretion (31). The only previous data directly penitent to T cells, as described earlier, relate to Jurkat cell chemotaxis (16). In this study, we demonstrate that augmenting NAD^+^ levels increases circulating SLIT2 and that recombinant SLIT2 attenuates Th17 cell responsiveness via the canonical SLIT/ROBO signaling pathway and via the dampening of mTOR signaling and blunts Th17 cell migration.

Because ROBO receptors are transmembrane proteins, they may be amenable at therapeutic targets. In this vein, the SLIT/ROBO pathway is already being evaluated as a potential therapeutic axis in a range of cancers (32). The present findings, together with prior observations, raise the possibility that agonism of the SLIT/ROBO pathway may ameliorate inflammation. Additionally, given that NR enhances SLIT2 production in skin fibroblasts, the concept that topical niacinamide (33) or a SLIT2 agonist could be developed for dermatologic psoriasis warrants exploration. It would also be informative to determine whether topical niacinamide could upregulate SLIT2 in other inflammatory skin conditions.

The major limitation of this study includes its short duration and relatively small number of study participants. Given the number of human participants with different diseases where NR supplementation is being explored, it is probably appropriate to develop a larger efficacy-powered study to explore the role of NR in inflammatory diseases such as psoriasis (3). In that context, mechanistic studies could also be directly assessed as to the effect of NR on psoriatic skin lesions. Moreover, mechanistic studies need to be pursued to explore the direct link between increasing circulating NAD^+^ levels with increasing SLIT2 secretion and to evaluate the organ system that releases this glycoprotein ligand into circulation. Finally, the data showing that circulating CRP and neutrophil levels are blunted by oral NR supplementation warrant more in-depth analysis of the broader antiinflammatory effects of NR in human disease. We expect to contribute to this knowledge following completion and analysis of our placebo-controlled NR supplementation study in systemic lupus erythematosus (NCT06032923). Furthermore, an ongoing open-label extension study of NR in Parkinson’s disease (NCT05546567) will also explore the antiinflammatory properties of this supplement. Lastly, whether NR can be employed as a steroid- or immunomodulatory-sparing agent is another concept that warrants further investigation.

In conclusion, this study further advances our understanding of how increasing circulatory NAD^+^ levels through oral nicotinamide riboside supplementation exerts direct immunomodulatory effects in a systemic inflammatory disease, psoriasis. Moreover, this study identifies a novel NAD^+^-responsive SLIT2/ROBO1/TAGAP, i.e., ligand-receptor-GTPase signaling pathway that dampens Th17 immune cell responsiveness. Whether this pathway can be manipulated in vivo to attenuate Th17-linked pathology awaits further exploration.

## Methods

### Sex as a biological variable.

Our in vitro supplement study examined men and women participants and the data was analyzed as a combined cohort. The samples sizes were designed to study mechanisms, rather than efficacy and the sample size was too small to separate analyses by sex. To explore the ex vivo effects of NR supplementation skin biopsy samples were studied from male and female participants and male participants were consented for the primary CD4+ T cell experiments.

### Study design and participants.

The Placebo and NR pilot study was registered in ClinicalTrials.gov with the registration number NCT04271735, approved by NHLBI IRB, and performed at the National Institutes of Health (NIH) Clinical center. Study subjects were screened prior to signing consent and subjects were then randomly assigned at a 2:1 ratio to 4-week supplementation with either NR (500 mg bid) or matching placebo (Figure 1A). Randomization was performed by the NIH Clinical Center pharmacy using a block design and investigators, staff and participants were blinded to randomization until enrollment completed and data interpretation required segmentation. The study protocol and a schematic and characteristics are described in Supplemental Figures 1, A and B. The blood from healthy volunteers for functional study were obtained from subjects that consented to enroll on the Disease discovery protocol (NCT01143454) and from the NIH Clinical center blood bank (NCT00001846). In vitro studies to explore mechanism was performed in male mild to moderate psoriasis participants and age-matched control subjects recruited at NIH Clinical Center and provided consent on the NHLBI IRB approved protocols (ClinicalTrials.gov registration numbers NCT01934660 and NCT01143454) respectively (3). The skin biopsy were obtained from the these latter two protocols following informed consent.

### LC-MS measurement of NAD^+^ in whole blood.

Snap-frozen whole blood sample (~100 μl) was thawed at 30°C for 2 mins in a heat block. From the thawed sample, 90 μl of blood was added to a 1.5 ml tube containing 1 μg of internal standard BMP (8-Bromoadenosine 5’-monophosphate). Immediately, 300 μl of 4% cold trichloroacetic acid (TCA) was added and incubated on ice for approximately 20 min to precipitate proteins from the sample. Followed by that, samples were centrifuged at approximately 17,000 rcf for 10 minutes at 4°C. Supernatants were collected and cleared using 0.1 μm pore size centrifugal spin Filters (Millipore Sigma) with centrifugation at ~17,000 rcf for 1 minute at 4°C. From the cleared supernatant, 50 μl were loaded onto glass tubes (SUN-SRi™ Glass Microsampling tubes, ThermoFisher Scientific) for running into a liquid chromatography-mass spectrometer (LC-MS) (Agilent G1956B MSD). Analytes were separated using Synergi 4m, Hydro-RP 80Å, 2.1 x 150mm, 4 mm (Phenomenex), and NAD^+^ was selectively detected using negative polarity with SIM (Selective Ion Monitoring) mode at 662.09 m/z. Here, mobile phases A and B were 4 mM Dibutylammonium acetate pH 5.21 and acetonitrile, respectively. The gradient was starting with 2% of B and changed as follows: 20 min at up to 82%, 1 min at up to 98%, 98% B was held for 3 min and then back to the initial setting within 1 min and re-equilibrated the column for 10 min at 2%. The flow rate maintained for the sample running was 0.2 ml/min. NAD^+^ and BMP were detected at 260 nm and all data were analyzed using Agilent software, ChemStation B.04.03 (Agilent Technologies) (34). The peak height ratio of NAD^+^/BMP was used to calculate NAD^+^ level in each sample.

### Human CD4^+^ T cell isolation.

Primary peripheral blood mononuclear cells (PBMCs) were isolated from human blood by density centrifugation using Lymphocyte Separation Medium (MP Biomedicals). CD4^+^ T cells were negatively selected from PBMCs using the CD4^+^ T Cell Isolation Kit (Miltenyi Biotec) and cultured in RPMI 1640 media supplemented with 25 mM HEPES, 10% heat-inactivated FBS, and Penicillin/Streptomycin. Human CD4^+^ T cells were activated with plate-coated aCD3 (5-10 mg/ml, BioLegend) and aCD28 (10 mg/ml, BioLegend) for 3 days in the presence of 10% autologous serum from the subjects and 5% FBS. Also, CD4^+^ T cells were differentiated into four T cell subtypes by incubation with the specific supplements for Th1, Th2, psoriatic Th17 (30 ng/ml IL-6, 2 ng/ml TGF-b1, 50 ng/ml IL-1b, 20 ng/ml IL-23, 5 mg/ml aIL-4, and 5 mg/ml aIFNg), and Treg, respectively. For Th17 pathogenic specificity, CD4+ T cells were differentiated with the non-pathogenic (NP) differentiation supplements (30 ng/ml recombinant IL-6, 2 ng/ml recombinant TGF-b1, and 5 mg/ml aIFNg antibody) and pathogenic (P) differentiation supplements (30 ng/ml recombinant IL-6, 20 ng/ml recombinant IL-23, and 50 ng/ml recombinant IL-1b). They were differentiated for 3 days on plate-coated TCR (T-cell receptor: aCD3 and aCD28) for Th1, Th2, and Th17 and on aCD3 and aCD46 (10 mg/ml, BioLegend) for Treg in the presence of 10% FBS. All differentiation reagents were purchased from Stemcell Technologies (differentiation supplements of Th1, Th2, and Treg), Peprotech (recombinant proteins), and eBioscience (antibodies).

### Skin biopsy and primary fibroblasts isolation.

Primary fibroblasts are isolated from a skin biopsy by taking a sterile skin sample, typically a 3-mm punch biopsy (Supplemental Figure 7A). Then, human skin biopsies were cut into several pieces, were digested for 30 mins at 37°C in a solution composed of 1 mg/ml Collagenase type II (Invitrogen), 0.25 U/ml Dispase (Invitrogen), and then were incubated for another 30 mins with 7.5 mg/ml DNase (Sigma). After dissociating skin tissues into individual cells in an enzymatic digestion, skin cell samples were filtered using a Cell Strainer of 100 μm (Fisher Scientific) and washed in DMEM. The skin tissue samples were placed under a glass coverslip, cultured with DMEM supplemented with 10% FBS and 100 U/mL Penicillin/Streptomycin (ATCC), and cryopreserved for future experiments. After thawing the fibroblast, the cells were cultures in the Fibroblast growth medium (Sigma) with 2.5% FBS. For investigating the immune response of the fibroblasts to psoriatic Th17 ex vivo components, 5 × 10^6^ cells were incubated with Th17 differentiation supplements (30 ng/ml IL-6, 2 ng/ml TGF-b1, 50 ng/ml IL-1b, 20 ng/ml IL-23, 5 mg/ml aIL-4, and 5 mg/ml aIFNg) for 24 hrs.

### Chemical treatment.

NR (0.5 mM from ChromaDex) and recombinant human SLIT2-N (200 ng/ml from PeproTech and R&D Systems, Endotoxin level: <0.10 EU per 1 μg of the protein) was incubated for 3 days during TCR activation or psoriatic Th17 differentiation. To blocking the immunomodulatory effect of SLIT2, 600 ng/ml of recombinant soluble ROBO1 Fc chimera protein (R&D Systems, Endotoxin level: <0.10 EU per 1 μg of the protein) was treated with vehicle or SLIT2. CDC42 inhibitor ML141, Rac inhibitor Ehop-016, or Rho inhibitor Rhosin was used in cell culture at 20 mM, 10 mM, or 30 mM for 24 hrs, respectively. 10 mM Y27632 (ROCK1/ROCK2 inhibitor) or 10 mM Fasudil (ROCK2 inhibitor) was used for overnight incubation before harvesting the cells. Inhibitors were purchased from Selleck Chemicals and Tocris.

### Cytokine and chemokine assay (ELISA and Multiplex).

Supernatants were collected, centrifuged to remove cells and debris, and stored at −80°C. The levels of cytokines, including IFNg, IL-4, and IL-17 for T cells and IL-6 and TNFa for fibroblasts were measured by ELISA (R&D Systems). Results were normalized to cell number using the CyQuant cell proliferation assay (Invitrogen) or BCA protein assay (Pierce). Also, systemic cytokine assay on the primary fibroblasts inflammation was measured by the human essential immune response panel (13-plex) which is a fluorescence-encoded bead-based multiplex assay (BioLegend). Data were acquired with LSR Fortessa (BD) and post-acquisition analysis was performed using a LEGENDplex data analysis software suite (BioLegend).

### SLIT measurement in the serum.

To collect serum from a red-top tube, draw whole blood into the tube, gently invert it to mix the clot activator, and then let it clot at room temperature for 1 hr. After clotting, serum was collected and stored at −80°C. SLIT1, SLIT2, and SLIT3 in the serum was assayed using the Sandwich ELISA Kits (LSBio).

### RNA-seq library preparation and sequencing.

Total RNA from CD4^+^ T cells at baseline and after four weeks of NR supplementation were extracted with the miRNeasy Micro Kit (Qiagen) and RNA quality and integrity was assessed by Qubit 3.0 fluorometer (Thermo Fisher Scientific) and Agilent Bioanalyzer (Agilent Technologies). Libraries were prepared using TruSeq stranded Total RNA HT kit (Illumina) and sequenced in a HISeq 3000 (Illumina) by the DNA Sequencing and Genomics Core at NHLBI.

### RNA-seq bioinformatics.

RNA sequencing data was processed using RNA-Seek workflow (https://github.com/skchronicles/RNA-seek and https//zenodo.org/records/13312679). This includes extensive preliminary QC: FastQC (v0.11.1) to check read quality, FastQ screen (v0.14.0) and Kraken (v2.0.8-beta) to detect contamination, Cutadapt (v1.18) to remove adapters, low-quality and contaminating reads. Clean reads were mapped to Gencode human genome reference (Release 30 (GRCh38.p12) using STAR (v2.7.6a) aligner in ‘two-pass’ mode. RSEM (v1.3.0) was used to generate gene expression counts. All downstream analyses were performed in R (https://www.R-project.org/). Samples with low gene coverage were removed from RSEM estimated counts matrix using ‘filterByExpr’ function in EdgeR (v4.6.3) (35). The RNA count matrix was prepared using ‘voomWithQualityWeights’ function for differential gene expression analyses in Limma (v3.64.1) (36). The intra-block correlation was applied using ‘duplicateCorrelation’ function in Limma using a vector of patient ID’s as the blocking variable. A linear model was then fit to the data using ‘lmFit’ function in Limma using the same block argument and correlation output from above. Differential gene expression analysis was conducted in Limma by making contrasts (‘makeContrasts’), a linear model was fit to contrasts (‘lmFit’), and statistics were computed using empirical Bayes moderation (‘eBayes’). Benjamini Hochberg (BH) adjustment was applied to differential expression results for multiple hypothesis testing. Genes with nominal *p* value <0.05 were considered differentially expressed (DE) genes. Unfiltered pre-ranked gene list was created using formula: -log(p-value) * sign(logFC), and used as input for Gene Set Enrichment Analysis (GSEA). GSEA was performed using Reactome Pathway Database in the fgsea library (v1.34.2) (37), and using Gene Ontology gene sets with the ‘gseGO’ function in the clusterProfiler library (v4.16.0) (38). BH adjustment was also applied to GSEA results. The pathway enrichment plots, PCA plots and Volcano plots were generated using ggplot2 library in R. The heatmaps were generated using ComplexHeatmap library in R.

### Flow cytometric analyses.

A 16-color antibody panel was designed to enable immunophenotyping of CD4^+^ T cells (Supplemental Table 4, Upper panel). Frozen CD4^+^ T cells were thawed in FACS buffer (PBS with 0.25 mM EDTA and 0.1% BSA) with nuclease (Sigma) and fresh CD4^+^ T cells were isolated from healthy volunteers. The cells were activated with Cell stimulation cocktail plus protein transport inhibitors (eBioscience) and PMA (500 ng/ml, Sigma) for 4 hrs. The antibodies were stained followed by LIVE/DEAD Fixable Yellow stain (Invitrogen). Data were acquired with FACSymphony (BD) and post-acquisition analysis was performed using Flowjo10 (Treestar Inc.). Analysis excluded debris and doublets using light scatter measurements, and dead cells by live/dead stain. The cells were first gated for singlets (FSC-H *ve*rsus FSC-A) and further analyzed for their uptake of the Live/Dead Yellow stain to determine live *versus* dead cells in CD4^+^ T. T cell phenotyping was then determined by double positive cell population within this gated population: Th1 (TBX21^+^IFNg^+^), Th2 (GATA3^+^IL-4^+^), Th17 (RORC^+^IL-17^+^), and Treg (FOXP3^+^CD25^+^). Aditionally, pathogenic T cell phenotyping in live CD4^+^CD161^+^CCR6^+^ gate was determined after differentiation with the non-pathogenic (NP) differentiation supplements and pathogenic (P) differentiation supplements in CD4^+^ T cells (Supplemental Table 4, Lower panel). The gating strategy of flow cytometry was shown in Supplemental Table 5. ROBO1 antibody and isotype mouse IgG was purchased in R&D Systems.

### Gene knockdown experiments.

SMARTpool Accell siRNA was utilized targeting ROBO1, SLIT1, TAGAP, and SRGAP2 (Horizon Discovery). Accell siRNA was transfected with Accell siRNA delivery media according to manufacturer’s instruction (Horizon Discovery). CD4^+^ T cells (4 × 10^6^) with 1.5 μM siRNA were activated with plate-coated TCR for 3 days before assay. Also, primary fibroblasts were transfected with ROBO1 siRNA by Amaxa 4D nucleofector (Lonza) by using P3 primary cell HT nucleofector solution (CA137-AA program). The transfected cells were cultured in Fibroblast growth medium 2 (Sigma) with 2.5% FBS for 48 hrs.

### RNA isolation and quantitative PCR.

Total RNA was extracted using NucleoSpin RNA kit (Macherey-Nagel) and cDNA was synthesized with the SuperScript III First-Strand Synthesis System for RT-PCR (Thermo Fisher Scientific). Quantitative real-time PCR was performed using FastStart Universal SYBR Green Master (Roche) and run on LightCycler 96 Systems (Roche). The primers of canonical transcription factors (TFs) and EF1a of CD4^+^ T cell were made by Integrated DNA Technologies and other targets were measured using validated gene-specific QuantiTech primers (Qiagen - Supplemental Table 6). Relative gene expression was quantified by normalizing cycle threshold values with 18S rRNA and b-Actin using the 2^-ΔΔCt^ cycle threshold method.

### Immunoblot analyses.

Human CD4^+^ T cells were lysed using RIPA buffer supplemented with protease inhibitor cocktail (Roche) and phosphatase inhibitors (Pierce). Lysates were separated by NuPAGE 4%–12% Bis-Tris Protein Gels (Thermo Fisher Scientific) and transferred to nitrocellulose membranes (Bio-Rad Laboratories). Membranes were blocked with Odyssey Blocking Buffer (Li-Cor) and incubated with appropriate antibodies overnight at 4°C. Antibodies were purchased from Cell Signaling Technologies (STAT3, phospho-STAT3 (Tyr705), P70S6K, phospho-P70S6K (Thr389), S6, phospho-S6 (Ser235/236), HA, and Rho-GTPase Antibody Sampler Kit), Proteintech (ROBO1, Myc), Abcam (ROBO1, TAGAP), Sigma (Flag), and Millipore (ACTIN). The secondary antibody conjugated with IRDye 800CW or IRDye 680RD (Li-Cor) were then incubated for 1 hour at room temperature. Immunoblots were scanned using an Odyssey Clx/Dlx imaging system (Li-Cor Biosciences). Protein band intensity was quantified using Image studio software (version 6.1) and normalized to Actin level. Detailed antibody information described in Supplemental Table 7.

### Immunoprecipitation analyses.

293 cells (ATCC) were transfected with Vector (pcDNA3.1), pcDNA-Flag tag-pcDNA-ROBO1 or pReceiver-HA tag-TAGAP (GeneCopoeia) using a Polyjet *in-vitro* DNA transfection reagent (SignaGen Laboratories). The cells were harvested using the lysis buffer (50 mM Tris-HCl, pH 7.4, 1% Triton X-100, 0.5% NP-40, and 0.5 M NaCl) containing protease inhibitor cocktails and phosphatase inhibitors. Protein extract was incubated with anti-Flag M2- or HA-Magnetic beads (Sigma), or HA antibody (Cell Signaling Technologies) and Sera-Mag Speedbeads Protein A/G particles (Sigma) overnight at 4°C. The magnetic beads were washed with lysis buffer and boiled in sample loading buffer. The supernatant was collected for immunoblot using the magnet stand. ROBO constructs were supplied by Dr. Giada Bianchi (Harvard Medical School, Boston, USA) and Dr. Fang-Jen S. Lee (College of Medicine, National Taiwan University, Taipei, Taiwan).

### Rho GTPase activation assay.

Active Rho protein from CD4^+^ T cells was measured by RhoA G-LISA GTPase Activation Assay Kit (Cytoskeleton). The protein extracts were prepared from CD4^+^ T cells (5×10^6^) and quantified using Precision Red advanced protein assay reagent (Cytoskeleton). Same amount of T cell extracts were incubated in the Rho GTP-binding protein linked to the well called G-lisa. Specifically active GTP-bound Rho protein was recognized by an anti-RhoA primary antibody and was measured as a HRP colorimetric readout at OD 490 nm. Constitutively active RhoA protein in the kit was used for positive control. Also active Rho Pull-Down and Detection Kit (Thermo Scientific) was used for monitoring Rho small GTPase activation. Total protein extracts were prepared from CD4^+^ T cells (2×10^7^) and quantified using the BCA protein assay (Pierce). 500 mg protein lysate were incubated with a GST-fusion protein of the Rhotekin-binding domain (RBD) along with glutathione agarose resin. GST-RBD specifically pull down active Rho protein and detected by an anti-Rho antibody for immunoblot. Also two control nucleotides, GTPγS and GDP, were used to generate positive and negative control, respectively.

### Statistics.

Statistical analysis was performed using Prism 7 software (GraphPad) and results are represented as mean ± SEM unless otherwise indicated. Comparisons of 2 groups were calculated using paired or unpaired 2-tailed Student’s *t* tests. Comparisons of more than 2 groups were calculated using 1-way analysis of variance (ANOVA) followed by multiple comparisons test (Sidak or Tukey). Two-way ANOVA was used if there were 2 independent variables. For all tests, *P* < 0.05 was considered significant. For in vivo and ex vitro studies, *n* represents the number of biological replicates per group and is reported in the figure legends.

### Study approval.

The Placebo and NR pilot study was registered in ClinicalTrials.gov with the registration number NCT04271735, approved by NHLBI IRB, and performed at the National Institutes of Health (NIH) Clinical Center. The blood from healthy volunteers for functional study were obtained from participants that consented to enroll on the Disease Discovery Protocol (NCT01143454) and from the NIH Clinical Center blood bank (NCT00001846). To explore the NR effect on primary fibroblasts, skin biopsies from mild to moderate severity psoriasis participants were recruited and consented on (ClinicalTrials.gov registration number NCT01778569) and matched controls from a Disease Discovery Protocol (NCT01143454) respectively.

### Data availability.

All data in the article are included in the Supporting Data Values file, Supplemental Tables, and Supplemental Data. The RNA-seq dataset supplied here in Supplemental Data 1 and 2, will be deposited in the NCBI Gene Expression Omnibus (GEO repository (GSE314390)).

## Author contributions

KH and MNS conceived and designed the project. KH, RJK, TCR, SH, ACR, and PKD performed the experiments. BF and NRR conducted the bioinformatics analysis. RDH recruited the study subjects. KH, RJK, TCR, ACR, RS, AKG, BF, NRR, and PKD provided methodological and analysis support. The manuscript was written by KH and MNS and edited by RJK, TCR, RS, and AKG.

## Conflict of interest

No financial conflict of interests exist. The NR, matching placebo, and the chemical powder were supplied by Chromadex Inc. Los Angeles, California, USA, under a Clinical Cooperative Research and Development Agreement (NIH – CTCR-19-004). No funding for the research was supplied by Chromadex. All of the authors are supported by the Intramural Research Program of the National Institutes of Health (NIH). The contributions of the NIH author(s) were made as part of their official duties as NIH federal employees, are in compliance with agency policy requirements, and are considered Works of the United States Government. However, the findings and conclusions presented in this paper are those of the author(s) and do not necessarily reflect the views of the NIH or the U.S. Department of Health and Human Services.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- The NHLBI Division of Intramural Research (HL005102 – MNS).

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Supplemental data sets 1-4

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
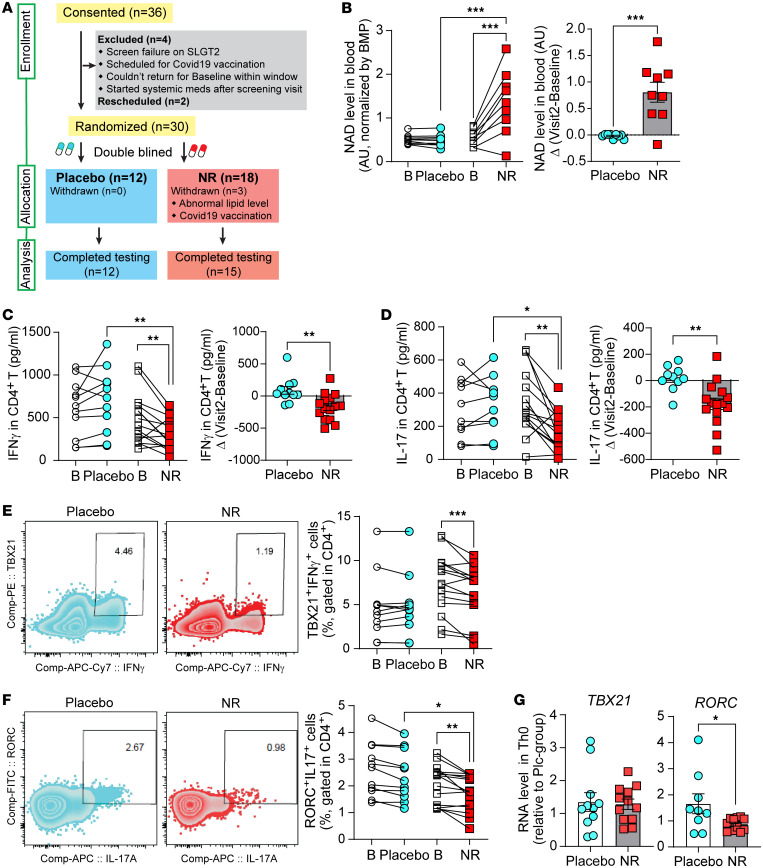
NR supplementation attenuates T cell immune responsiveness. (**A**) CONSORT flow diagram of participant enrollment, allocation, and analysis in the NR supplementation study (ClinicalTrials.gov Identifier: NCT04271735). (**B**) Whole blood NAD^+^ levels by LC-MS using BMP (8-bromoadenosine 5′-monophosphate) as an internal standard (*n* = 9–10/group). Data are presented as the change (Δ = visit 2 − baseline) in NAD^+^ levels. A.U., arbitrary units. (**C** and **D**) IFN-γ and IL-17 secretion from activated CD4^+^ T cells (placebo, *n* = 11; NR, *n* = 15). (**E** and **F**) Flow cytometry of Th1 (IFNγ^+^TBX21^+^) and Th17 (IL-17^+^RORC^+^) populations in live CD45^+^CD3^+^CD8–CD4^+^ T cells. (**G**) Relative mRNA expression of *TBX21* and *RORC* normalized to *EF1α*. Data are mean ± SEM; each dot represents an individual. Analysis of multiple groups was performed by 1-way ANOVA followed by Holm-Šidák’s multiple comparisons test (**B**–**F**). Statistical significance was determined using unpaired (Placebo versus NR) *t* tests (baseline versus visit 2). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
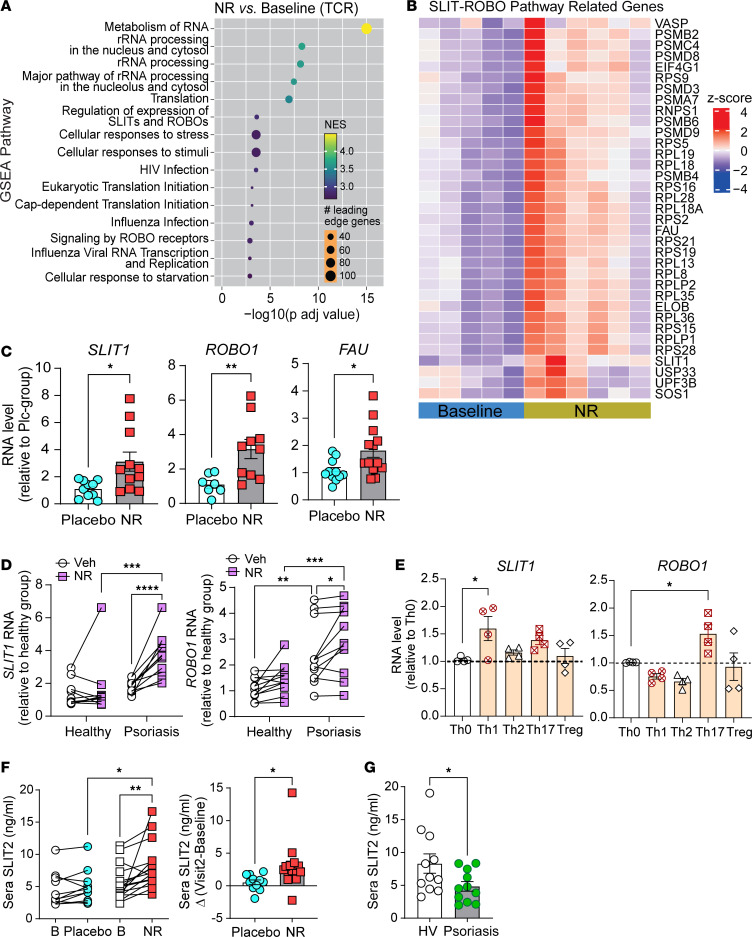
NR induces SLIT–ROBO signaling in psoriatic CD4^+^ T cells. (**A**) Gene Set Enrichment Analysis (GSEA) against C2 Reactome pathways from the Human Molecular Signatures Database (MSigDB). The y axis represents top 15 most significantly enriched pathways with highest NES scores. The x axis represents –log_10_ transformed adjusted *P* values and the dot color is scaled to the Normalized Enrichment Score (NES). (**B**) Heatmap of SLIT–ROBO pathway genes. (**C**) qRT-PCR of *SLIT1*, *ROBO1*, and *FAU* in activated CD4^+^ T cells (*n* = 10–12). Data were normalized to *18S* rRNA. (**D**) Relative mRNA expression of *SLIT1* and *ROBO1* in healthy and psoriatic CD4^+^ T cells in the presence of ex vivo NR and 10% autologous serum (*n* = 11/group, ClinicalTrials.gov Identifiers: NCT01778569 and NCT01143454). (**E**) Relative mRNA expression of *SLIT1* and *ROBO1* in Th1, Th2, Th17, and Treg compared to Th0. (**F** and **G**) Circulating SLIT2 in NR (*n* = 15) versus placebo (*n* = 11), and psoriasis versus healthy controls (*n* = 11/group). Data represent mean ± SEM; each dot indicates an individual participant. Analysis of multiple groups was performed by 2-way ANOVA followed by Holm Šidák’s multiple comparisons test (**D**) and 1-way ANOVA followed by Dunnett (**E**) and Šidák’s multiple comparisons test (**F**). Statistical significance was determined using unpaired 2-tailed Student’s *t* tests (placebo versus NR; HV versus psoriasis). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
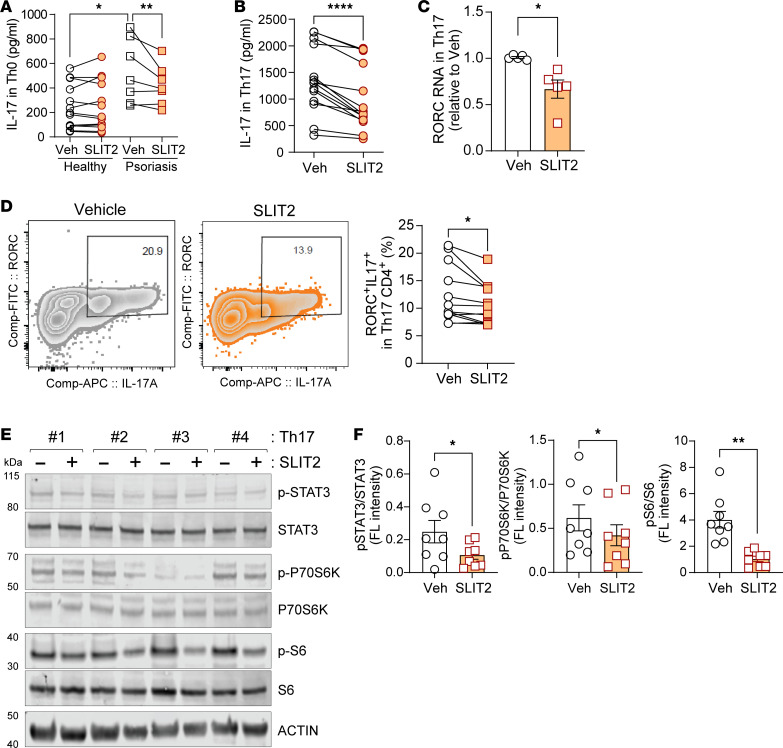
SLIT2 mimics NR effects on Th17 immune responses. (**A**) IL-17 secretion from psoriatic Th0 cells treated with recombinant SLIT2 (200 ng/ml) for 72 hrs (*n* = 13 for healthy volunteers and *n* = 7 for psoriatic participants). (**B**) IL-17 secretion in Th17-polarized CD4^+^ T cells with SLIT2 (*n* = 14). (**C**) Relative mRNA expression of *RORC* in SLIT2-treated Th17 cells. Data were normalized to *EF1a* reference gene (*n* = 5). (**D**) Flow cytometry of RORC^+^IL-17^+^ from pathogenic Th17 cells treated with SLIT2 treatment (*n* = 12). (**E** and **F**) Immunoblot of p-STAT3, p-P70S6K, and p-S6 in Th17 cells treated with vehicle or SLIT2 (*n* = 7–8). The immunoblots in this figure are cropped images and the full membranes are depicted in an additional supplemental file. The data point of each participant were shown as dots and all data were represented as mean ± SEM. Analysis of multiple groups was performed by 1-way ANOVA followed by Šidák’s multiple comparisons test (**A**). The *P* values for comparisons of 2 groups were calculated using paired 2-tailed Student’s *t* test (Veh versus SLIT2). Veh, vehicle. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 4:**
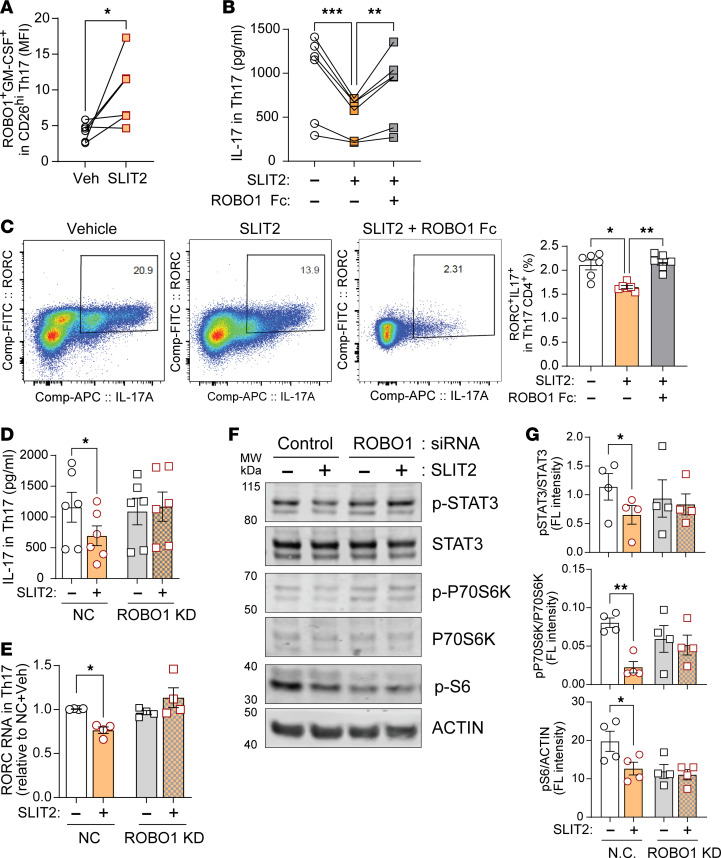
ROBO1 specificity is required for SLIT2-mediated immunomodulation in psoriatic Th17 cells. (**A**) Surface expression of ROBO1 in Th17 cells treated with SLIT2 (*n* = 6). (**B** and **C**) IL-17 secretion (ELISA) and Th17 population (RORC^+^IL-17^+^, flow cytometry) in Th17 cells treated with recombinant ROBO1 Fc fusion protein (600 μg/mL) for 72 h. (**D**) IL-17 secretion in ROBO1 knockdown (KD) Th17 cells with vehicle or SLIT2 treatment (*n* = 8). (**E**) *RORC* mRNA expression in control or ROBO1 KD Th17 cells (*n* = 4). (**F** and **G**) Immunoblot quantification of p-STAT3, p-P70S6K, and p-S6 in ROBO1 KD Th17 cells treated with vehicle or SLIT2 (*n* = 4). Full-length immunoblots are provided in an additional supplemental file. Each data point represents an individual participant; bars show mean ± SEM. Statistical significance was determined by 1-way ANOVA followed by Šidák’s multiple comparisons test and paired 2-tailed Student’s *t* test (Veh versus SLIT2). Veh, vehicle. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 5:**
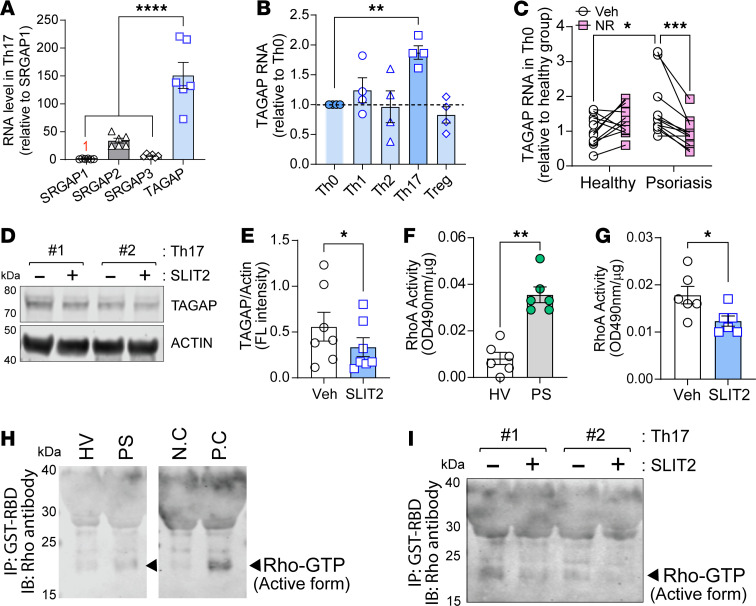
In vivo NR blunts Rho GTPase activity in naive and activated psoriatic CD4^+^ T cells. (**A**) Relative transcript levels of SLIT-ROBO–associated Rho GTPase–activating proteins (*SRGAP1-3*) and *TAGAP* in psoriatic Th17 cells, normalized to *SRGAP1*. (**B**) *TAGAP* transcript levels in differentiated Th subsets (Th1, Th2, Th17, and Treg) compared with nondifferentiated CD4^+^ T cells (Th0). (**C**) *TAGAP* mRNA in CD4^+^ T cells from healthy and psoriatic participants in the presence of ex vivo NR and 10% autologous serum (*n* = 11/group). (**D** and **E**) Representative immunoblot and quantification of TAGAP in pathogenic Th17 cells treated with vehicle or SLIT2 (*n* = 7). Protein abundance was normalized to actin. (**F** and **G**) Rho GTP-binding activity in healthy versus psoriatic CD4^+^ T cells and vehicle or SLIT2-treated Th17 cells (*n* = 6 per group). (**H** and **I**) Active Rho pull-down assay using GST-Rhotekin-binding domain (RBD) and immunoblot for Rho in healthy versus psoriatic CD4^+^ T cells (**H**) and vehicle versus SLIT2-treated Th17 cells (**I**). GDP- and GTPγS-treated lysates were used as negative (N.C.) and positive (P.C.) controls. All qPCR data were normalized to *18S* rRNA or *β-ACTIN*. Each point represents an individual participant; bars show mean ± SEM. Statistical significance was determined by unpaired (placebo versus NR) or paired (Veh versus NR or Veh versus SLIT2) 2-tailed Student’s *t* test or 1-way ANOVA with Šidák’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Veh, vehicle.

**Figure 6:**
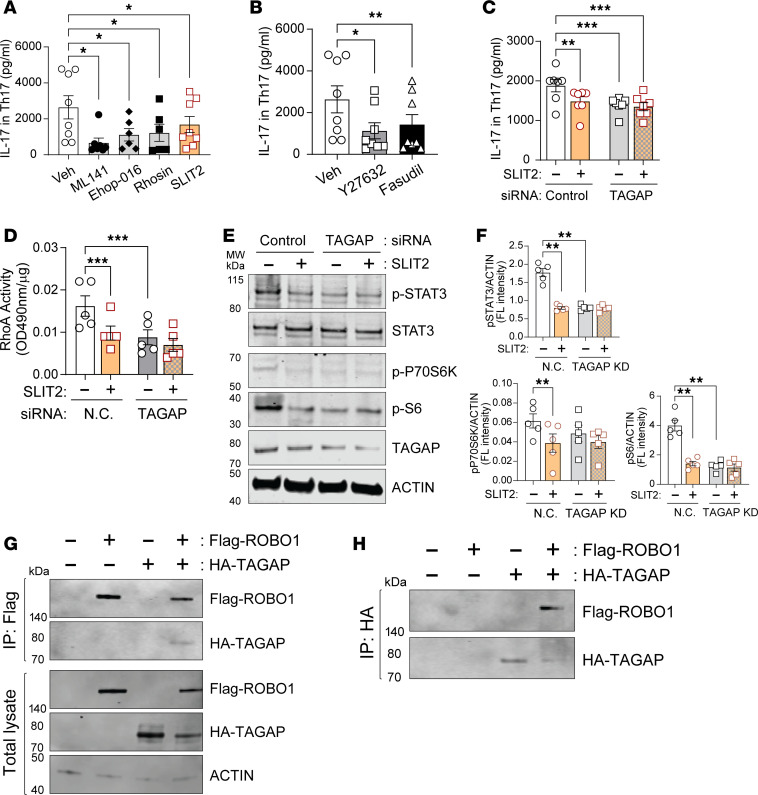
TAGAP mediates SLIT2 regulatory effects in psoriatic Th17 cells. (**A** and **B**) IL-17 secretion from Th17 cells treated with Rho GTPase inhibitors (20 μM ML141 for CDC42; 10 μM Ehop-016 for Rac; 30 μM Rhosin for Rho) or ROCK inhibitors (10 μM Y27632 for ROCK1/2; 10 μM Fasudil for ROCK2) for 24 hrs (*n* = 8). (**C**) IL-17 secretion from TAGAP KD Th17 cells treated with vehicle or SLIT2 (*n* = 7). (**D**) Rho GTP-binding activity in control or TAGAP KD Th17 cells (*n* = 5). Rho activity was normalized to total protein amount. (**E** and **F**) Immunoblot quantification of p-STAT3, p-P70S6K, and p-S6 in TAGAP KD Th17 cells treated with vehicle or SLIT2 (*n* = 5). (**G** and **H**) Coimmunoprecipitation (IP) demonstrating physical interaction between TAGAP and ROBO1 in 293 cells transfected with 3 × HA-TAGAP and 3 × Flag-ROBO1. IP was performed using anti-Flag M2 magnetic beads and blotted with anti-HA antibody; total lysates shown below (**G**). Reciprocal IP using anti-HA magnetic beads followed by IB with anti-ROBO1 antibody (**H**). All immunoblots are cropped; full-length membranes are shown in an additional supplemental files. Data points represent individual donors and are shown as dots. Data are presented as mean ± SEM and analyzed by 1-way ANOVA followed by Šidák’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
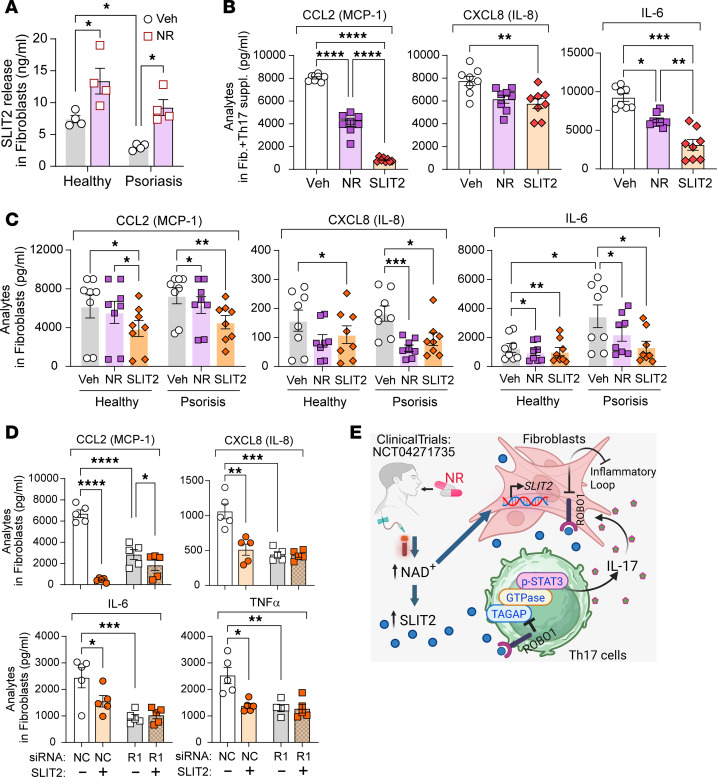
NR reduces fibroblast inflammatory responses via SLIT2 signaling. (**A**) SLIT2 production in skin fibroblasts from participants who were healthy and had psoriasis (*n* = 4 per group) after NR supplementation. Biopsies collected by punch under local anesthesia (ClinicalTrials.gov Identifiers: NCT01778569 and NCT01143454). Lesional skin used for participants with psoriasis. (**B–D**) CCL2, CXCL8, and IL-6 secretion measured by 13-plex bead-based multiplex assay. (**B**) Healthy fibroblasts incubated with Th17 differentiation media (*n* = 8 replicates, 4 independent experiments). (**C**) Fibroblasts from healthy (HV) and psoriasis (PS) participants. (**D**) SLIT2 effects on fibroblasts transfected with control or ROBO1 siRNA (*n* = 5). (**E**) Proposed model of NR-mediated immunoregulation. NR increases NAD^+^ levels and enhances SLIT2 secretion from fibroblasts and other cell types, leading to ROBO1-dependent suppression of the Th17 response. Data: mean ± SEM; statistical analyses: unpaired 2-tailed *t* test (HV versus PS), paired *t* test (Veh versus NR), or 1-way ANOVA for multiple-group comparisons. *P* < 0.05, *P < 0.01, **P < 0.001, ***P < 0.0001. Veh, vehicle.

# Supplementary material for: NAD+ augmentation by nicotinamide riboside engages SLIT2/ROBO1 signaling to attenuate Th17 inflammation in psoriasis
**Source:** JCI Insight. 2026 Apr 28;11(12):e203826. doi: 10.1172/jci.insight.203826
**Supplement:** Supplemental data

## SUPPLEMENTAL ONLINE MATERIALS

NAD<sup>+</sup> augmentation by nicotinamide riboside engages SLIT2/ROBO1 signaling to attenuate Th17 inflammation in psoriasis

Kim Han,<sup>1</sup> Rachael J. Klein,<sup>1</sup> Thomas C. Recupero,<sup>1</sup> Anna Chiara Russo,<sup>1</sup> Rahul Sharma,<sup>1</sup> Anand K. Gupta,<sup>1</sup> Shahin Hassanzadeh,<sup>1</sup> Rebecca D. Huffstutler,<sup>2</sup> Pradeep K. Dagur,<sup>3</sup> Bryan Fisk,<sup>4</sup> Neelam Redekar,<sup>4</sup> and Michael N. Sack<sup>1,2</sup>

<sup>2</sup>Cardiovascular Branch, NHLBI, NIH, Maryland, USA

<sup>3</sup>Flow Cytometry Core Facility, NHLBI, NIH, Maryland, USA

<sup>4</sup>Integrated Data Science Section, NIAID, NIH, Bethesda, MD, USA

Michael N. Sack, Laboratory of Mitochondrial Biology and Metabolism, NHLBI, NIH,

Bldg. 10-CRC, Room 5-3342, 10 Center Drive, Bethesda, MD 20892, USA

## SUPPLEMENTAL ONLINE MATERIALS

- **Supplemental Figures and Legends (7)**
- **Supplemental Tables (7)**
- **Supplemental Methods**
- **Additional Supplemental Dataset (4) - Uploaded separately as Excel files**

**Supplemental Dataset 1:** Differential expression genes for comparison of NR supplementation vs. Baseline in TCR-activated CD4<sup>+</sup> T cells, related to Figure 2

**Supplemental Dataset 2:** Differential expression genes for comparison of NR supplementation vs. Baseline in Naive CD4<sup>+</sup> T cells, related to Supplemental Figure 2

**Supplemental Dataset 3:** GSEA pathway analysis for comparison of NR supplementation vs. Baseline in TCR-activated CD4<sup>+</sup> T cells, related to Figure 2

**Supplemental Dataset 4:** GSEA pathway analysis for comparison of NR supplementation vs. Baseline in Naive CD4<sup>+</sup> T cells, related to Supplemental Figure 2

## Supplemental Figures and Legends

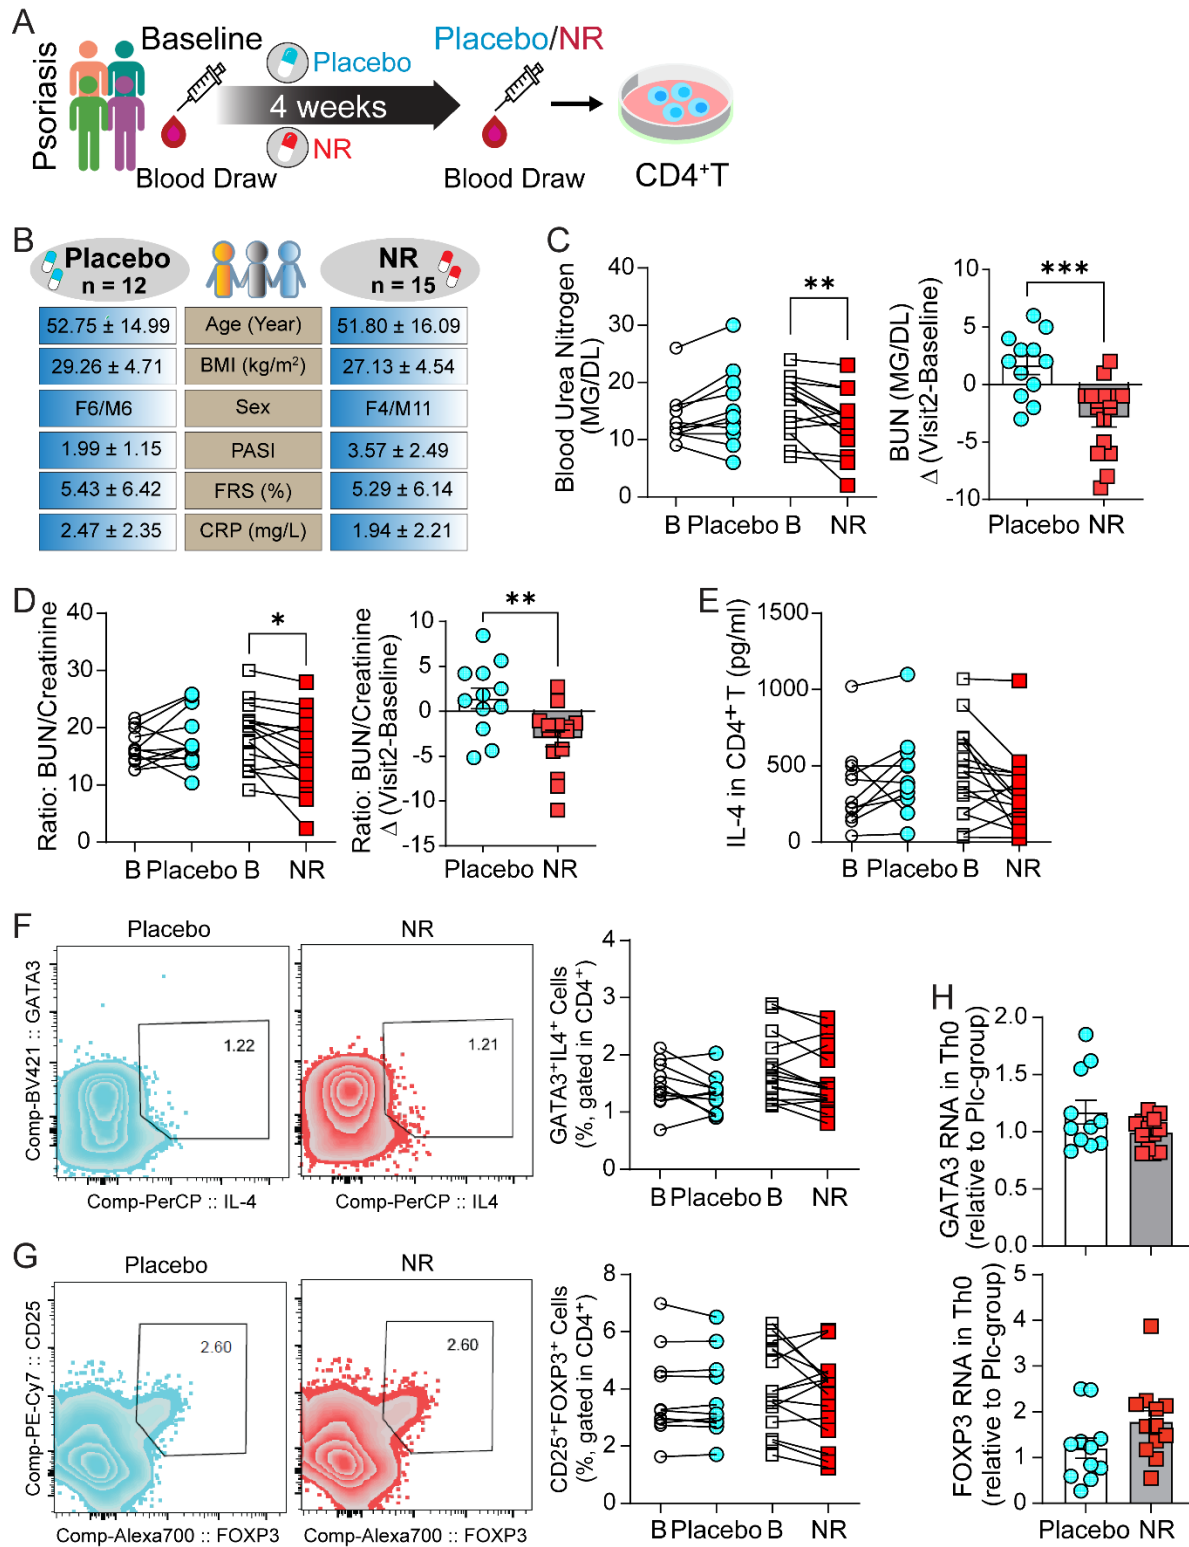

**Supplemental Figure 1. Blood biochemistry and CD4<sup>+</sup> T cell immunophenotyping in NR-supplemented psoriasis participants. (A)** Flow diagram of the randomized, placebo-controlled

study in psoriasis participants receiving oral NR or placebo for 4 weeks (ClinicalTrials.gov Identifier: NCT04271735). Blood draws at baseline and 4 weeks for CD4<sup>+</sup> T cell isolation. **(B)** Participant demographics of placebo and NR groups. Subjects had mild-to-moderate psoriasis (PASI < 12). PASI, psoriasis area and severity index; FSR, fractional synthetic rate; CRP, C-reactive protein. **(C–D)** Delta changes (visit 2 – baseline) in blood urea nitrogen (BUN) and BUN/creatinine ratio in psoriasis subjects (Placebo, n = 12; NR, n = 15). **(E)** IL-4 release in activated CD4<sup>+</sup> T cells (Placebo, n = 11; NR, n = 15). **(F–G)** Flow cytometry plots showing Th2 (IL-4<sup>+</sup>GATA3<sup>+</sup>) and Treg (CD25<sup>+</sup>FOXP3<sup>+</sup>) subsets. **(H)** *GATA3* and *FOXP3* mRNA expression normalized to *EF1α*. Data are mean ± SEM. *P* values determined by paired or unpaired two-tailed Student's *t*-test. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001.

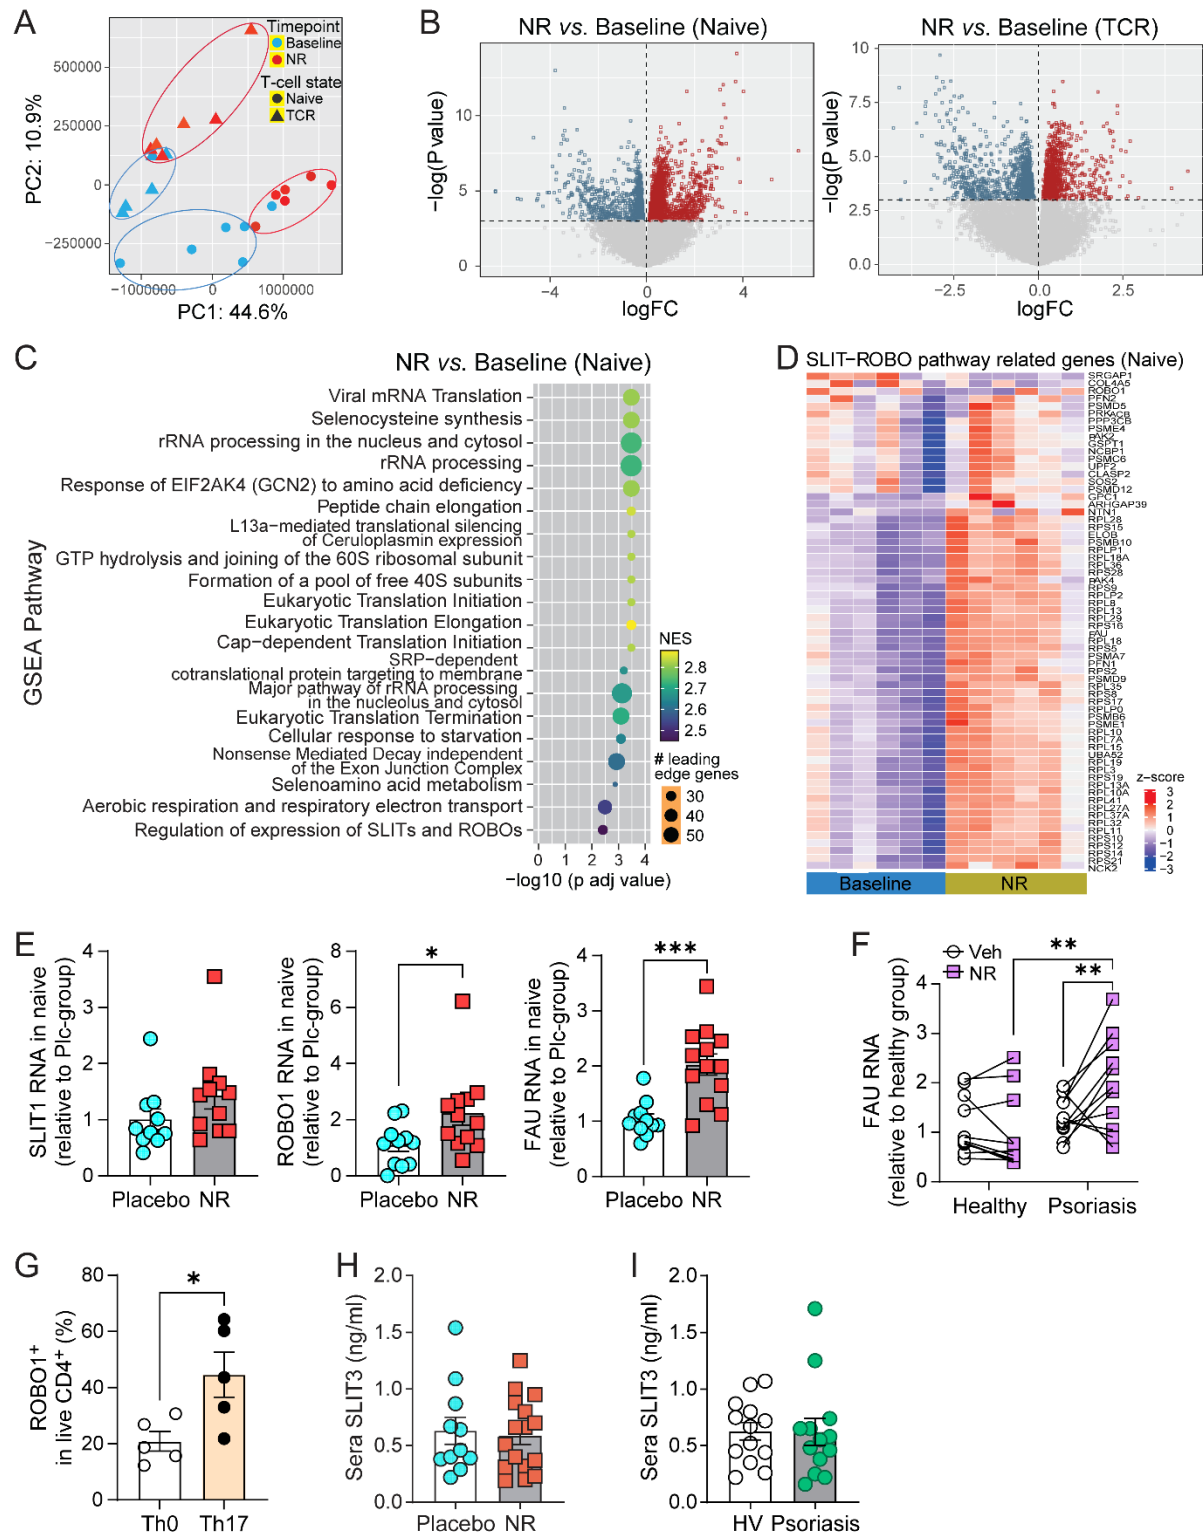

**Supplemental Figure 2. RNA-seq analysis of naïve psoriatic CD4<sup>+</sup> T cells following *in vivo* NR supplementation.** (A) Principle component analysis (PCA) generated using all genes detected in NR and baseline under naïve or activated CD4<sup>+</sup> T cell state. The x and y axis represents PC1 (44.6% explained variance) and PC2 (10.9% explained variance), respectively - suggesting,

primary and secondary sources of variation in gene expression data is contributed by timepoint and T-cell states respectively. **(B)** Volcano plots showing all the genes from NR *vs.* baseline comparisons under naïve or activated CD4<sup>+</sup> T cell state of psoriatic subjects (n=5-6). Differentially expressed genes significant at *p* value<0.05 that showed increased expression in NR were highlighted in red (logFC>1) while those that showed decreased expression in NR were highlighted in blue (logFC<-1). **(C)** Top 20 C2 reactome pathway enriched in NR *vs.* baseline comparison in naive psoriatic CD4<sup>+</sup> T cells. The x axis represents negative log10 transformed adjusted *p* values from GSEA analysis. **(D)** Heatmap of SLIT–ROBO pathway genes in naïve CD4<sup>+</sup> T cells. **(E)** qPCR of *SLIT1*, *ROBO1*, and *FAU* in psoriatic CD4<sup>+</sup> T cells from placebo or NR groups (n = 10–12/group). **(F)** *FAU* mRNA expression in healthy *vs.* psoriatic CD4<sup>+</sup> T cells (n = 11/group, ClinicalTrials.gov Identifiers: NCT01778569 and NCT01143454). **(G)** Surface ROBO1 expression in Th0 and Th17. **(H–I)** Serum SLIT3 levels in psoriatic subjects (Placebo, n = 11; NR, n = 15) and healthy volunteers (HV, n = 11). Data are mean ± SEM. *P* values determined by paired or unpaired two-tailed Student's *t*-test. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001.

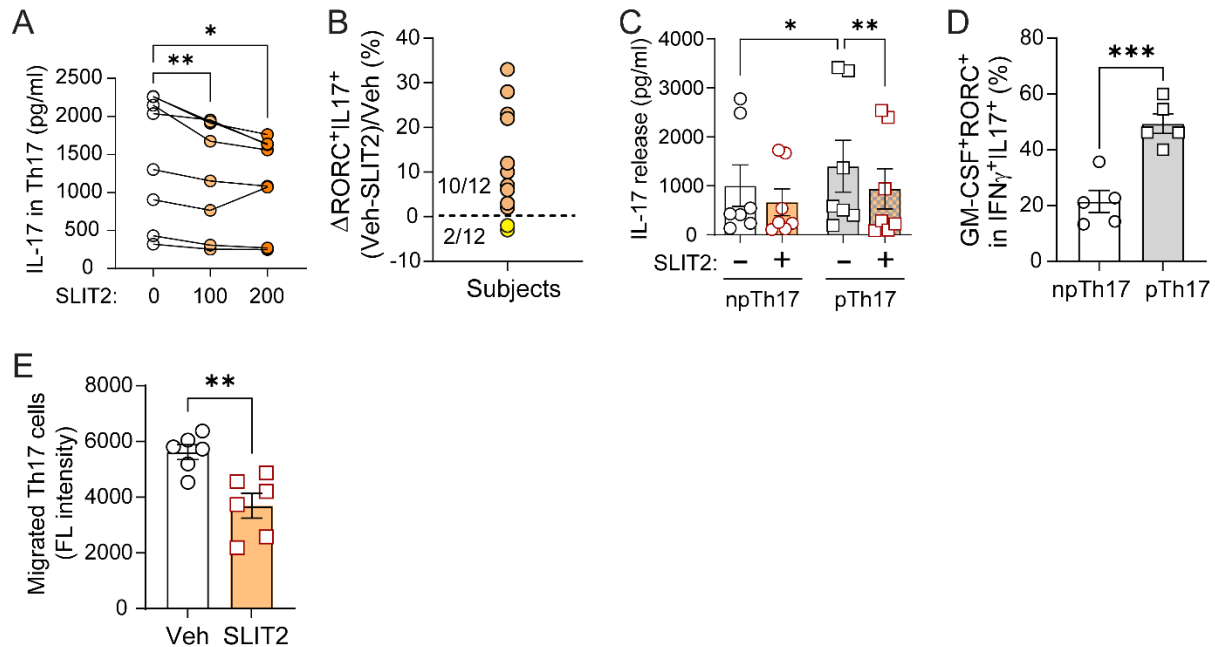

**Supplemental Figure 3. SLIT2 decreases IL-17 release and migration of pathogenic Th17 cells.** (A) IL-17 secretion measured by ELISA in psoriatic CD4<sup>+</sup> T cells treated with increasing concentrations of SLIT2 (0–200 ng/ml, 72 hrs; n = 8). (B) Data are presented as the change ( $\Delta$  (%) = (Veh–SLIT2)/Veh) from the flow cytometry of Th17 (RORC<sup>+</sup>IL-17<sup>+</sup>) population of pathogenic Th17 cells treated with SLIT2 treatment (related to Figure 3D, n = 12). (C) IL-17 release in nonpathogenic (np) and pathogenic (p) Th17 cells treated with vehicle or SLIT2 (200 ng/ml; n = 7). npTh17 differentiation: IL-6, TGF- $\beta$ 1, and  $\alpha$ IFN $\gamma$ ; pTh17 differentiation: IL-6, IL-23, and IL-1 $\beta$ . (D) Flow cytometric analysis of pathogenic Th17 cells, defined as IL-17A<sup>+</sup>GM-CSF<sup>+</sup> RORC<sup>+</sup> cells within the CD4<sup>+</sup>CD161<sup>+</sup>CCR6<sup>+</sup> population, enriched for CD26<sup>hi</sup> and CCR4<sup>lo</sup>/TBX21<sup>+</sup> phenotypes, compared with non-pathogenic Th17 cells (n = 5). (E) Migration of psoriatic Th17 cells assessed using a Boyden chamber assay quantified by Hoechst fluorescence (n = 6). Data are mean  $\pm$  SEM. *P* values determined by paired two-tailed Student's *t*-test or one-way ANOVA for multiple groups. \**p*<0.05, \*\**p*<0.01.

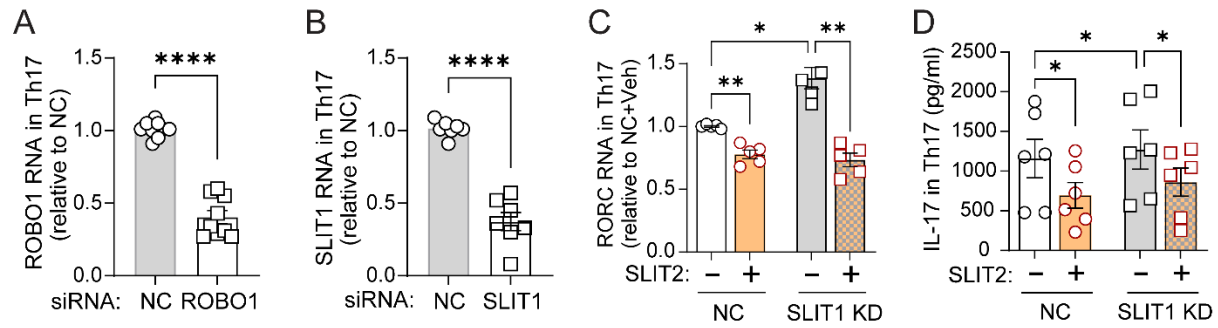

**Supplemental Figure 4. SLIT1 knockdown does not affect SLIT2-mediated inhibition of IL-17 release in psoriatic Th17 cells.** (A) ROBO1 knockdown efficiency in psoriatic Th17 cells transfected with ROBO1 siRNA. (B) SLIT1 knockdown efficiency in psoriatic Th17 cells transfected with control or SLIT1 siRNA (n = 7). (C) *RORC* mRNA expression in control or SLIT1 siRNA-transfected Th17 cells (n = 5). (D) IL-17 secretion measured by ELISA in SLIT1-depleted Th17 cells treated with vehicle or SLIT2 (n = 6). Data are mean  $\pm$  SEM. *P* values were determined by paired two-tailed Student's *t*-test or one-way ANOVA with multiple comparisons. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, \*\*\*\**p*<0.0001.

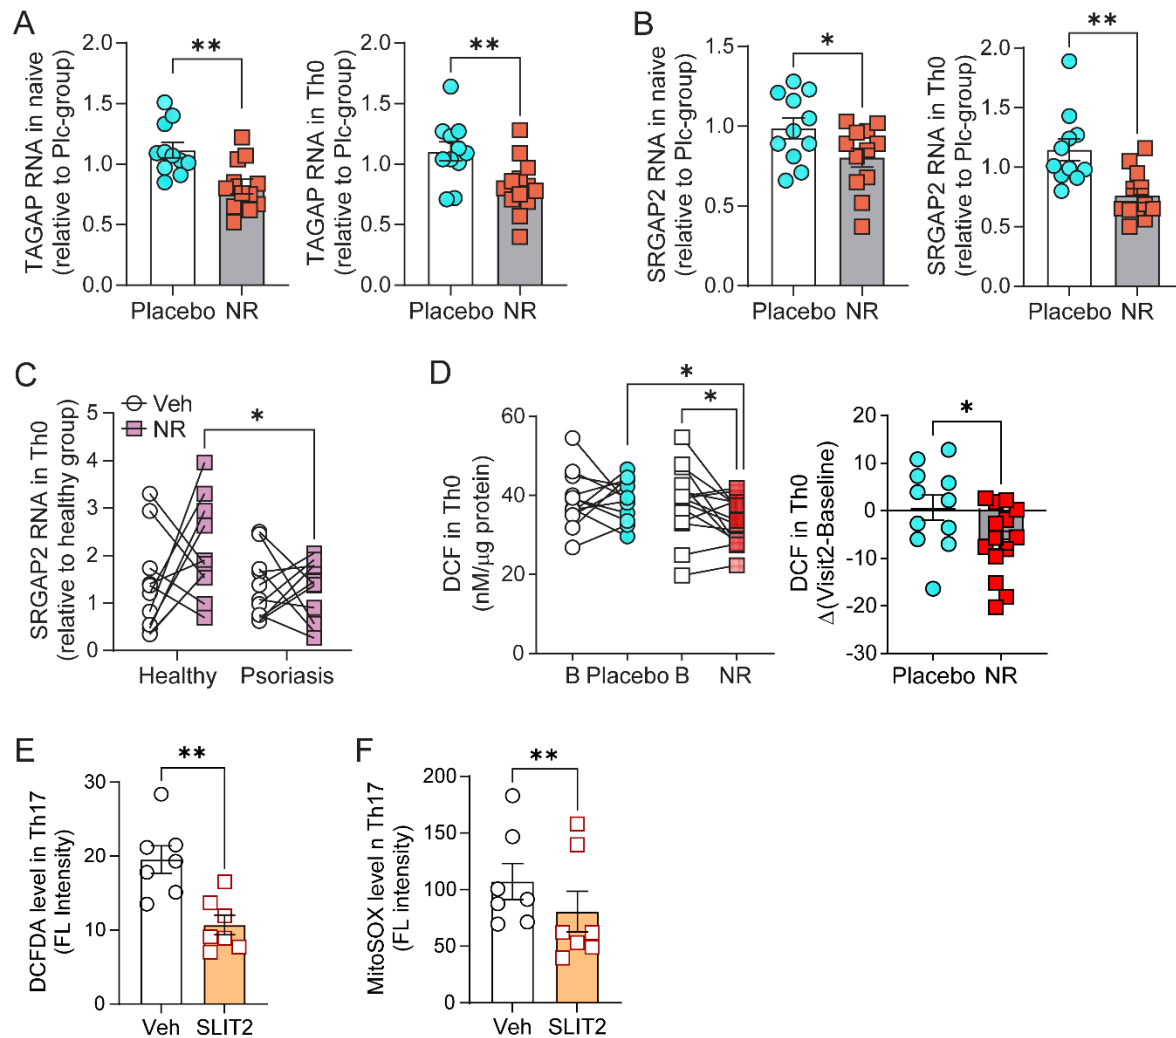

**Supplemental Figure 5. SLIT2 attenuates reactive oxygen species (ROS) synthesis in psoriatic CD4<sup>+</sup> T cells.** (A–B) Relative mRNA expression of *TAGAP* and *SRGAP2* in placebo and NR groups at visit 2 (Placebo, n = 11; NR, n = 12). Data were normalized to *18S* rRNA or  $\beta$ -*Actin*. (C) *SRGAP2* expression in naïve and activated CD4<sup>+</sup> T cells from psoriatic individuals receiving placebo or NR (500 mg daily for 4 weeks; n = 10–12/group). (D) ROS/RNS (reactive nitrogen species) activity in whole blood from psoriatic subjects after placebo or NR supplementation (Placebo, n = 11; NR, n = 12). (E–F) Cellular ROS (DCFDA staining) and mitochondrial ROS (MitoSOX staining) levels measured by flow cytometry in psoriatic Th17 cells treated with vehicle or SLIT2 (n = 7). Data point of each subject were shown as dot and all data were represented as mean  $\pm$  SEM. The Statistical analyses of experiments were performed for comparisons of two groups using unpaired or paired two-tailed Student's *t*-test. One-way ANOVA analysis was followed by multiple comparisons test. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001.

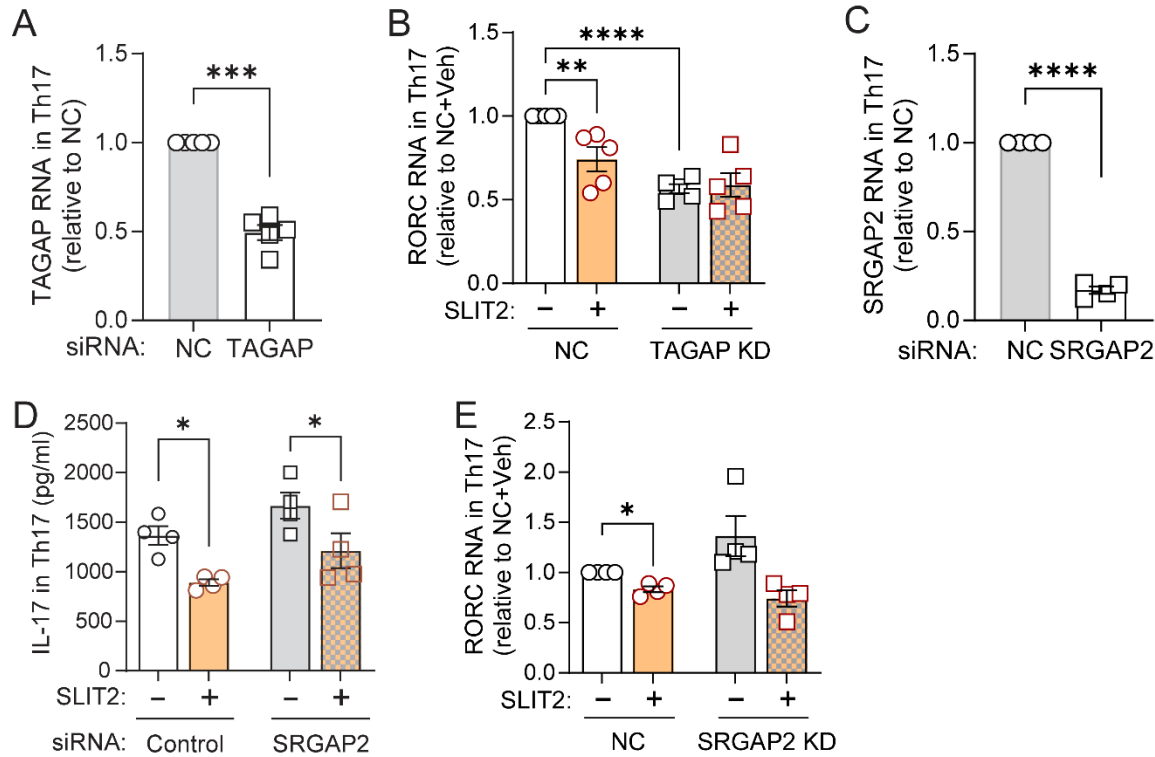

**Supplemental Figure 6. SRGAP2 does not modulate SLIT2 effects in psoriatic Th17 cells.** (A) Knockdown efficiency of *TAGAP* in psoriatic Th17 cells transfected with TAGAP siRNA. (B) Relative mRNA expression of *RORC* in Th17 cells transfected with control or TAGAP siRNA (n = 5). (C) Knockdown efficiency of *SRGAP2* in psoriatic Th17 cells transfected with control or SRGAP2 siRNA. (D) IL-17 production measured by ELISA in SRGAP2-depleted Th17 cells treated with vehicle or SLIT2 (n = 6). (E) Relative mRNA expression of *RORC* in Th17 cells transfected with control or SRGAP2 siRNA (n = 4). Data are mean  $\pm$  SEM. The *p* values for comparisons of two groups were calculated using paired two-tailed Student's *t*-test (Veh vs. SLIT2 or NC vs. KD). One-way ANOVA analysis was followed by multiple comparisons test. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, \*\*\*\**p*<0.0001.

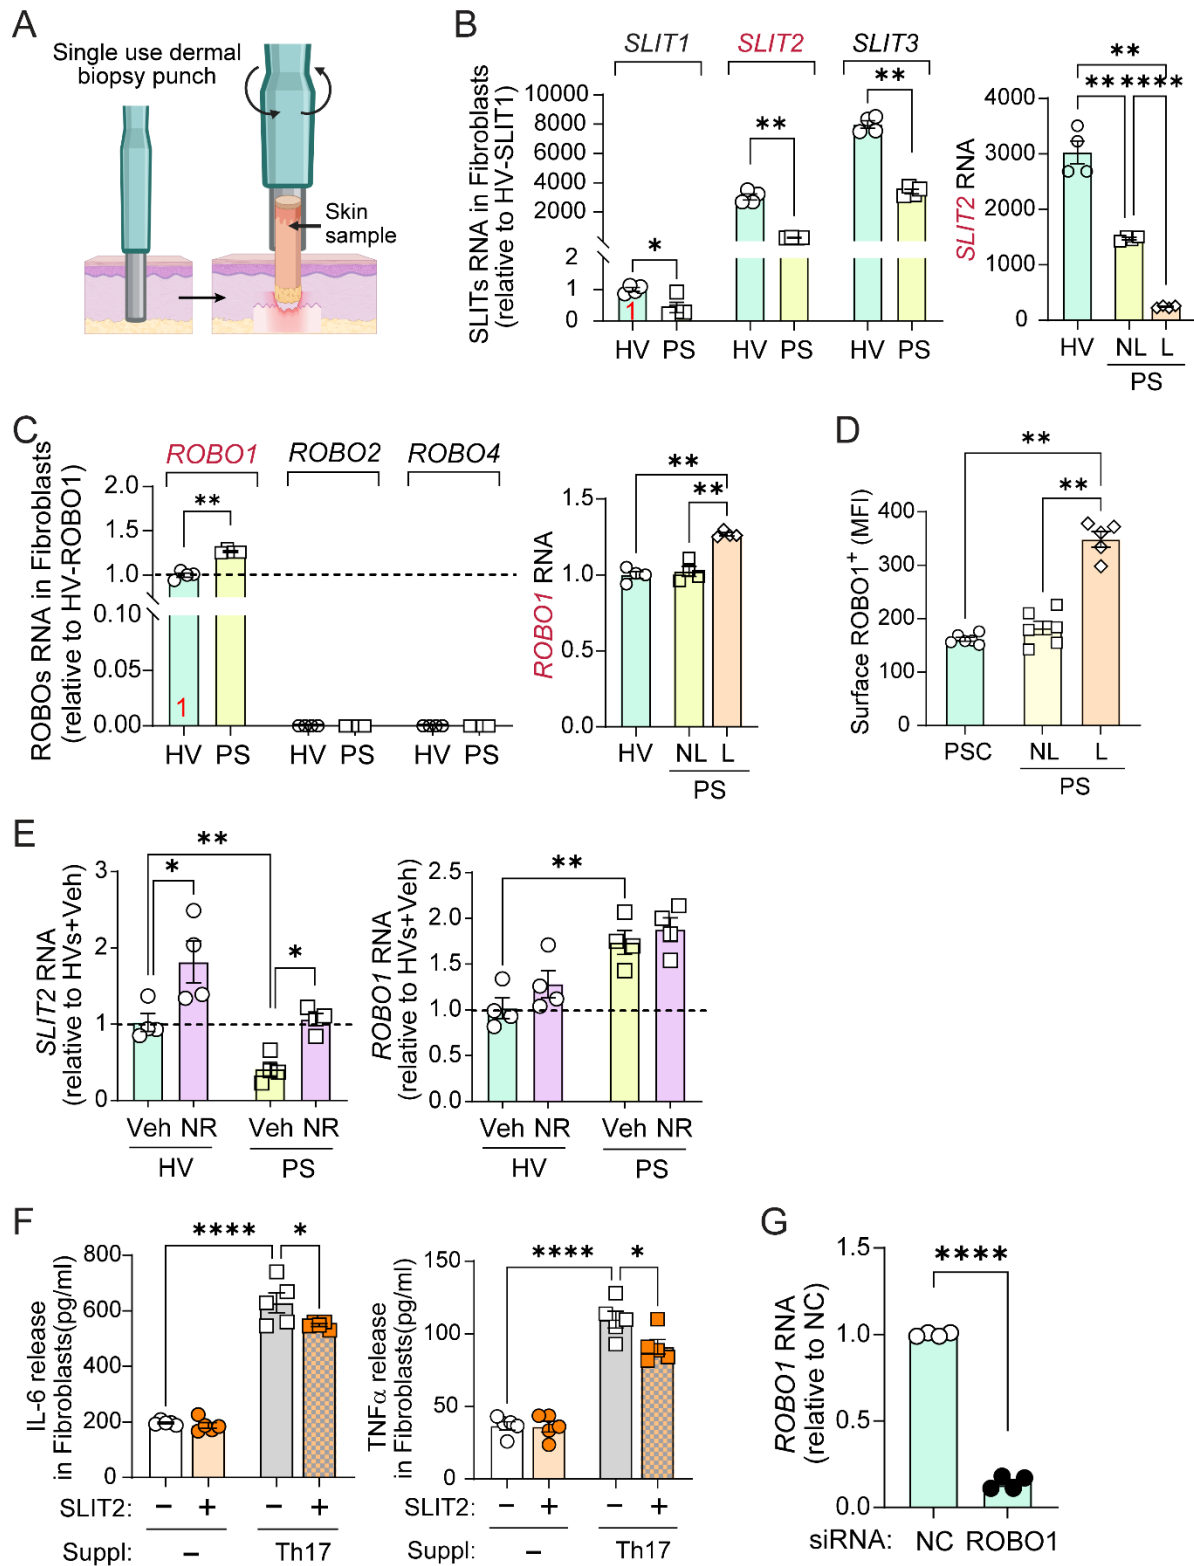

**Supplemental Figure 7. SLIT2 reduces inflammatory responses in fibroblasts from psoriasis subjects.** (A) Skin punch biopsies were collected using a round cutting device; psoriasis biopsies were obtained from lesions. (B-C) Relative mRNA expression of *SLIT* and *ROBO* genes in fibroblasts from healthy volunteers (HV) and from non-lesion (NL) and lesion (L) skin of psoriasis

subjects (PS) (n = 4 per group). **(D)** Surface expression of ROBO1 in fibroblasts from healthy volunteers and psoriasis subjects (n = 5 per group). **(E)** Relative mRNA expression of *SLIT2* and *ROBO1* in HV and PS fibroblasts treated with NR (n = 5). **(F)** IL-6 and TNF $\alpha$  secretion from HV fibroblasts incubated with Th17 differentiation conditioned media (n = 5). **(G)** Knockdown efficiency of *ROBO1* in fibroblasts transfected with ROBO1 siRNA. All data were represented as mean  $\pm$  SEM. The *p* values for comparisons of two groups were calculated using unpaired two-tailed Student's *t*-test (HV vs. PS) or paired two-tailed Student's *t*-test (Veh vs. NR, Veh vs. SLIT2, or NC vs. KD). One-way ANOVA analysis was calculated for the multiple groups. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, \*\*\*\**p*<0.0001.

## Supplemental Tables

**Supplemental Table 1.** Complete blood count (CBC) with differential in psoriatic subjects following 4-week *in vivo* placebo or NR supplementation (Clinical Trian No.: NCT04271735).

| Blood Cell Type               | Visit    | Placebo Group             | NR Group                 | <i>P</i> value<br>(Placebo vs. NR) |
|-------------------------------|----------|---------------------------|--------------------------|------------------------------------|
| Subjects number               |          | 12                        | 14                       | n/a                                |
| <b>Absolute count (K/MCL)</b> |          |                           |                          |                                    |
| WBC                           | Baseline | 6.25 ± 1.97               | 5.34 ± 1.03              | 0.15                               |
|                               | Visit 2  | 5.95 ± 1.53               | 5.52 ± 1.10              | 0.40                               |
| Lymphocytes                   | Baseline | 1.65 ± 0.56               | 1.60 ± 0.29              | 0.86                               |
|                               | Visit 2  | 1.66 ± 0.52               | 1.60 ± 0.34              | 0.77                               |
| Monocytes                     | Baseline | 0.48 ± 0.18               | 0.47 ± 0.11              | 0.90                               |
|                               | Visit 2  | 0.48 ± 0.15               | 0.50 ± 0.10              | 0.74                               |
| Neutrophils                   | Baseline | 3.93 ± 1.51               | 3.09 ± 0.99              | 0.10                               |
|                               | Visit 2  | 3.60 ± 1.03               | 2.87 ± 0.64              | 0.04*                              |
| Eosinophils                   | Baseline | 0.14 ± 0.09               | 0.14 ± 0.07              | 0.82                               |
|                               | Visit 2  | 0.15 ± 0.10               | 0.17 ± 0.10 <sup>§</sup> | 0.52                               |
| Basophils                     | Baseline | 0.036 ± 0.02              | 0.036 ± 0.02             | 0.82                               |
|                               | Visit 2  | 0.042 ± 0.02 <sup>§</sup> | 0.038 ± 0.02             | 0.61                               |
| <b>Relative Count (%)</b>     |          |                           |                          |                                    |
| Lymphocytes                   | Baseline | 27.07 ± 7.85              | 30.89 ± 8.16             | 0.24                               |
|                               | Visit 2  | 28.10 ± 6.24              | 30.49 ± 7.07             | 0.38                               |
| Monocytes                     | Baseline | 7.53 ± 1.49               | 8.73 ± 1.53              | 0.06                               |
|                               | Visit 2  | 8.15 ± 2.12               | 9.32 ± 1.29 <sup>§</sup> | 0.10                               |
| Neutrophils                   | Baseline | 62.10 ± 8.12              | 56.69 ± 8.42             | 0.11                               |
|                               | Visit 2  | 60.28 ± 6.30              | 54.63 ± 6.22             | 0.04*                              |
| Eosinophils                   | Baseline | 0.14 ± 0.09               | 0.14 ± 0.07              | 0.82                               |
|                               | Visit 2  | 0.15 ± 0.10               | 0.17 ± 0.10 <sup>§</sup> | 0.52                               |
| Basophils                     | Baseline | 0.58 ± 0.23               | 0.68 ± 0.29              | 0.33                               |
|                               | Visit 2  | 0.68 ± 0.26 <sup>§</sup>  | 0.71 ± 0.36              | 0.81                               |

Data are represented as mean ± standard deviation (SD). Comparisons between two groups were calculated using an unpaired two-tailed Student's *t*-test (Placebo vs. NR; \**p*<0.05) or paired two-tailed Student's *t*-test (Baseline vs. Visit 2; §*p*<0.05). CBC, complete blood count; WBC, white blood cell count; K, ×10<sup>3</sup>.

**Supplemental Table 2.** CBC with differential in healthy subjects following 7-day *in vivo* NR (500 mg bid) or placebo supplementation (Clinical Trian No.: NCT02812238) (13).

| Blood Cell Type               | Visit    | Placebo Group | NR Group                     | <i>P</i> value<br>(Placebo vs. NR) |
|-------------------------------|----------|---------------|------------------------------|------------------------------------|
| Subject No.                   |          | 12            | 13                           |                                    |
| <b>Absolute count (K/MCL)</b> |          |               |                              |                                    |
| WBC                           | Baseline | 5.97 ± 1.41   | 5.67 ± 1.49                  | 0.61                               |
|                               | Visit 2  | 6.50 ± 2.75   | 4.59 ± 1.26 <sup>§</sup>     | 0.03*                              |
| Lymphocytes                   | Baseline | 1.96 ± 0.38   | 1.59 ± 0.30                  | 0.01                               |
|                               | Visit 2  | 2.00 ± 0.45   | 2.20 ± 0.45                  | 0.34                               |
| Monocytes                     | Baseline | 0.49 ± 0.16   | 0.46 ± 0.13                  | 0.71                               |
|                               | Visit 2  | 0.47 ± 0.19   | 0.40 ± 0.14                  | 0.31                               |
| Neutrophils                   | Baseline | 3.31 ± 1.25   | 3.45 ± 1.27                  | 0.79                               |
|                               | Visit 2  | 3.83 ± 2.40   | 2.20 ± 1.04 <sup>§§§</sup>   | 0.03*                              |
| Eosinophils                   | Baseline | 0.16 ± 0.11   | 0.10 ± 0.08                  | 0.14                               |
|                               | Visit 2  | 0.13 ± 0.10   | 0.11 ± 0.08                  | 0.55                               |
| Basophils                     | Baseline | 0.03 ± 0.02   | 0.04 ± 0.01                  | 0.49                               |
|                               | Visit 2  | 0.04 ± 0.02   | 0.04 ± 0.02                  | 0.84                               |
| <b>Relative Count (%)</b>     |          |               |                              |                                    |
| Lymphocytes                   | Baseline | 34.00 ± 7.98  | 29.75 ± 8.81                 | 0.22                               |
|                               | Visit 2  | 33.84 ± 10.37 | 41.68 ± 10.89 <sup>§§§</sup> | 0.08                               |
| Monocytes                     | Baseline | 8.32 ± 2.17   | 8.32 ± 1.67                  | 1.00                               |
|                               | Visit 2  | 7.49 ± 1.89   | 8.82 ± 2.13                  | 0.11                               |
| Neutrophils                   | Baseline | 54.21 ± 8.81  | 59.03 ± 9.65                 | 0.21                               |
|                               | Visit 2  | 55.55 ± 11.14 | 45.63 ± 11.83 <sup>§§§</sup> | 0.04*                              |
| Eosinophils                   | Baseline | 2.58 ± 1.64   | 1.73 ± 1.07                  | 0.14                               |
|                               | Visit 2  | 2.20 ± 1.71   | 2.38 ± 1.46 <sup>§</sup>     | 0.78                               |
| Basophils                     | Baseline | 0.58 ± 0.27   | 0.72 ± 0.28                  | 0.24                               |
|                               | Visit 2  | 0.63 ± 0.31   | 0.82 ± 0.40                  | 0.20                               |

Data are represented as mean ± standard deviation (SD). Blood from visit2 was collected under 24-hr fasting state. Comparisons between two groups were calculated using an unpaired two-tailed Student's *t*-test (Placebo vs. NR; \**p*<0.05) or paired two-tailed Student's *t*-test (Baseline vs. Visit 2; §*p*<0.05, §§§*p*<0.001). CBC, complete blood count; BMI, body mass index; WBC, white blood cell count.

**Supplemental Table 3.** Serum biochemistry in psoriatic subjects following 4-week *in vivo* placebo or NR supplementation (Clinical Trian No.: NCT04271735).

| Serum biochemistry               | Visit    | Placebo        | NR                           | <i>P</i> value<br>(Placebo vs. NR) |
|----------------------------------|----------|----------------|------------------------------|------------------------------------|
| Subjects number                  |          | 9              | 9                            | n/a                                |
| NAD (AU)                         | Baseline | 0.51 ± 0.11    | 0.55 ± 0.19                  | 0.54                               |
|                                  | Visit 2  | 0.49 ± 0.14    | 1.36 ± 0.72 <sup>§§</sup>    | 0.003**                            |
| Subjects number                  |          | 12             | 15                           | n/a                                |
| Glucose (MG/DL)                  | Baseline | 107.58 ± 28.38 | 98.80 ± 9.24                 | 0.27                               |
|                                  | Visit 2  | 103.42 ± 13.67 | 99.60 ± 7.55                 | 0.37                               |
| Albumin (G/DL)                   | Baseline | 4.47 ± 0.32    | 4.39 ± 0.24                  | 0.50                               |
|                                  | Visit 2  | 4.28 ± 0.25    | 4.37 ± 0.18                  | 0.28                               |
| C-reactive protein (MG/L)        | Baseline | 2.47 ± 2.45    | 1.80 ± 2.41                  | 0.50                               |
|                                  | Visit 2  | 2.83 ± 2.17    | 0.92 ± 0.63                  | 0.008**                            |
| Alanine Aminotransferase (U/L)   | Baseline | 25.83 ± 11.31  | 23.73 ± 10.69                | 0.63                               |
|                                  | Visit 2  | 24.83 ± 10.31  | 23.73 ± 11.77                | 0.80                               |
| Alkaline Phosphatase (U/L)       | Baseline | 73.58 ± 22.77  | 59.33 ± 15.55                | 0.07                               |
|                                  | Visit 2  | 73.17 ± 23.15  | 60.53 ± 14.51                | 0.10                               |
| Aspartate Aminotransferase (U/L) | Baseline | 25.17 ± 8.14   | 23.40 ± 4.34                 | 0.48                               |
|                                  | Visit 2  | 23.40 ± 4.34   | 24.27 ± 5.84                 | 0.91                               |
| Direct Bilirubin (MG/DL)         | Baseline | 0.23 ± 0.08    | 0.28 ± 0.09                  | 0.16                               |
|                                  | Visit 2  | 0.22 ± 0.06    | 0.28 ± 0.08                  | 0.03*                              |
| Urea nitrogen (MG/DL)            | Baseline | 14.00 ± 4.45   | 16.13 ± 5.03                 | 0.26                               |
|                                  | Visit 2  | 15.67 ± 6.46   | 13.27 ± 5.55 <sup>§§</sup>   | 0.31                               |
| BUN/Creatinine Ratio             | Baseline | 16.53 ± 3.04   | 18.72 ± 5.56                 | 0.23                               |
|                                  | Visit 2  | 17.97 ± 5.00   | 15.70 ± 6.77 <sup>§§</sup>   | 0.34                               |
| Cholesterol (MD/DL)              | Baseline | 200.33 ± 51.67 | 186.33 ± 35.21               | 0.41                               |
|                                  | Visit 2  | 205.50 ± 50.24 | 179.93 ± 32.73 <sup>§§</sup> | 0.12                               |
| HDL Cholesterol (MD/DL)          | Baseline | 57.00 ± 20.56  | 53.13 ± 14.29                | 0.57                               |
|                                  | Visit 2  | 55.50 ± 18.39  | 51.93 ± 12.53                | 0.56                               |
| Triglycerides (MG/DL)            | Baseline | 125.83 ± 68.55 | 103.53 ± 52.03               | 0.35                               |
|                                  | Visit 2  | 118.27 ± 39.42 | 101.47 ± 39.78               | 0.30                               |

Data are represented as mean ± standard deviation (SD). *P* values were calculated using an unpaired two-tailed Student's *t*-test for comparisons between Placebo and NR groups (\**p*<0.05; \*\**p*<0.01) and a paired two-tailed Student's *t*-test for comparisons of Baseline vs. Visit 2 within the same group (§§*p*<0.01). Abbreviations: BMI, body mass index; PASI, psoriasis area and severity index; FRS, Framingham risk score; CRP, C-reactive protein; BUN, blood urea nitrogen; n/a, not applicable.

**Supplementary Table 4.** Human CD4<sup>+</sup> T cell phenotype antibody panel (17-color, upper) and pathogenic Th17 subset panel (16-color, lower) used for flow cytometry.

| Laser Line                                              | Target        | Fluorescent dye | Clone      | Vendor      | Catalog#   |
|---------------------------------------------------------|---------------|-----------------|------------|-------------|------------|
| <b>355 nm (UV)</b>                                      | TNF- $\alpha$ | BUV395          | Mab11      | BD          | 563996     |
|                                                         | CD4           | BUV496          | SK3        | BD          | 612936     |
|                                                         | HLA-DR        | BUV661          | G46-6      | BD          | 612980     |
|                                                         | CD8           | BUV737          | SK1        | BD          | 612755     |
|                                                         | CD45          | BUV805          | HI30       | BD          | 612892     |
| <b>407 nm (Violet)</b>                                  | GATA3         | BV421           | L50-823    | BD          | 563349     |
|                                                         | Live/Dead     | BV585           |            | Invitrogen  | L34959     |
|                                                         | CD38          | BV650           | HIT2       | BD          | 740574     |
|                                                         | CD3           | BV711           | UCHT1      | BD          | 563725     |
|                                                         | IL-2          | BV786           | MQ1-17H12  | BioLegend   | 500348     |
| <b>488 nm (Blue)</b>                                    | RORC          | BB515 Alexa488  | Q21-559    | BD          | 563621     |
|                                                         | IL-4          | Percpcy5.5      | 8D4-8      | BD          | 561234     |
| <b>562nm (Yellow Green)</b>                             | TBX21         | PE              | O4-46      | BD          | 561268     |
|                                                         | CD25          | PECy7           | M-A251     | BD          | 557741     |
| <b>640nm (Red)</b>                                      | IL-17A        | APC (Alexa647)  | SCPL1362   | BD          | 560437     |
|                                                         | FOXP3         | APC700          | PCH101     | eBioscience | 56-4776-41 |
|                                                         | IFN- $\gamma$ | APCcy7          | 4S.B3      | BioLegend   | 502530     |
| <b>Replaced the antibody for Pathogenic Phenotyping</b> |               |                 |            |             |            |
| <b>407 nm</b>                                           | GM-CSF        | BV421           | BVD2-21C11 | BD          | 562930     |
|                                                         | CD26          | BV650           | YU66       | BD          | 744451     |
|                                                         | CD161         | BV786           | HP-3G10    | BD          | 748281     |
| <b>488 nm</b>                                           | CCR4          | Percpcy5.5      | 1G1        | BD          | 560726     |
| <b>562 nm</b>                                           | CCR6          | PECy7           | 11AG       | BD          | 560620     |
| <b>640 nm</b>                                           | No antibody   | APC700          |            |             |            |

**Supplementary Table 5.** Flow cytometry gating strategy.

| Human CD4 <sup>+</sup> T Cell Phenotyping |                                            |                                   |
|-------------------------------------------|--------------------------------------------|-----------------------------------|
| Cell Population                           |                                            | Flow Cytometry Gating             |
|                                           | Cells/Singlets/Live CD45+                  | Live/Dead Yellow-CD45+            |
|                                           | CD3+                                       | CD3+CD8-                          |
|                                           | CD4+                                       | CD3+CD8-CD4+                      |
|                                           | Th1 cells                                  | CD4+TBX21+IFN $\gamma$ +          |
|                                           | Th2 cells                                  | CD4+GATA3+IL4+                    |
|                                           | Th17 cells                                 | CD4+RORC+IL17+                    |
|                                           | Treg cells                                 | CD4+FOXP3+                        |
|                                           | CD4+: Cytokines                            | CD4+IFN $\gamma$ +                |
|                                           |                                            | CD4+IL4+                          |
|                                           |                                            | CD4+IL17A+                        |
| CD4+: Activated                           | CD4+IL2+                                   |                                   |
|                                           | CD4+TNF $\alpha$ +                         |                                   |
|                                           | CD4+CD38+                                  |                                   |
|                                           | CD4+HLADR+                                 |                                   |
|                                           | CD4+CD38+/HLADR+                           |                                   |
| Human Th17 Pathogenic Phenotyping         |                                            |                                   |
| Cell Population                           |                                            | Flow Cytometry Gating             |
|                                           | Cells/Singlets/Live CD45+                  | Live/Dead Yellow-CD45+            |
|                                           | CD3+                                       | CD3+CD8-                          |
|                                           | CD4+                                       | CD3+CD8-CD4+                      |
|                                           | Th17 lineage                               | CD4+CD161+CCR6+                   |
|                                           | Pathogenic Th17                            | CD4+CD161+CCR6+CD26hi             |
|                                           | Polarized Th17                             | CD4+CD161+CCR6+CD26hi CC4loTBX21+ |
|                                           | Q1: IFN $\gamma$ +                         | IFN $\gamma$ +                    |
|                                           | Q2: IFN $\gamma$ + IL17+ (Functional Th17) | IFN $\gamma$ +IL17+ (Th17.1)      |
|                                           | GM-CSF+                                    | IFN $\gamma$ +IL17+GM-CSF+        |
|                                           | GM-CSF+RORC+                               | IFN $\gamma$ +IL17+GM-CSF+RORC+   |
|                                           | Q3: IL17+                                  | IL17+                             |
|                                           | Q4: IFN $\gamma$ -IL17-                    | IFN $\gamma$ -IL17-               |

**Supplemental Table 6.** Custom-designed and pre-made primer sets used for quantitative real-time RT-PCR.

| Oligonucleotides                                                                      | SOURCE          | IDENTIFIER |
|---------------------------------------------------------------------------------------|-----------------|------------|
| <i>TBX21</i><br>Fwd: 5' CGTGACTGCCTACCAGAAT 3'<br>Rev: 5' ATCTCCCCCAAGGAATTGAC 3'     | This manuscript | N/A        |
| <i>RORC</i><br>Fwd: 5' GCATGTCCCGAGATGCTGTC 3'<br>Rev: 5' CTGGGAGCCCCAAGGTGTAG 3'     | This manuscript | N/A        |
| <i>GATA3</i><br>Fwd: 5' GAACCGGCCCTCATTAAG 3'<br>Rev: 5' ATTTTTCGGTTTCTGGTCTGGAT 3'   | This manuscript | N/A        |
| <i>FOXP3</i><br>Fwd: 5' GTGGCATTCAAGGAGTACCTC 3'<br>Rev: 5' TGATGGCCTTCGATTCTGGATT 3' | This manuscript | N/A        |
| <i>EF1a</i><br>Fwd: 5' GTTGATATGGTTCCTGGCAAGC 3'<br>Rev: 5' GCCAGCTCCAGCAGCCTTC 3'    | This manuscript | N/A        |
| <i>SLIT1</i>                                                                          | Qiagen          | QT00071113 |
| <i>SLIT2</i>                                                                          | Qiagen          | QT00007784 |
| <i>SLIT3</i>                                                                          | Qiagen          | QT00018795 |
| <i>SLIT4</i>                                                                          | Qiagen          | QT02564065 |
| <i>ROBO1</i>                                                                          | Qiagen          | QT01668982 |
| <i>ROBO2</i>                                                                          | Qiagen          | QT01007664 |
| <i>ROBO3</i>                                                                          | Qiagen          | QT00055951 |
| <i>ROBO4</i>                                                                          | Qiagen          | QT00237741 |
| <i>SRGAP1</i>                                                                         | Qiagen          | QT00075068 |
| <i>SRGAP2</i>                                                                         | Qiagen          | QT00084637 |
| <i>SRGAP3</i>                                                                         | Qiagen          | QT00077868 |
| <i>TAGAP</i>                                                                          | Qiagen          | QT00091238 |
| <i>TAGAP va.1</i>                                                                     | Qiagen          | QT01029770 |
| <i>RRN18S</i>                                                                         | Qiagen          | QT00199367 |
| <i><math>\beta</math>-ACTIN</i>                                                       | Qiagen          | QT00095431 |

**Supplemental Table 7.** Details of the antibodies used for this study.

| <b>Antibody</b>                  | <b>WB Dilution</b> | <b>Catalog number</b> | <b>RRID</b>                | <b>Vendor</b>     |
|----------------------------------|--------------------|-----------------------|----------------------------|-------------------|
| STAT3                            | 1:1000             | 12640                 | <a href="#">AB_2629499</a> | Cell Signaling    |
| Phospho-STAT3 (Tyr705)           | 1:1000             | 9145                  | AB_2491009                 | Cell Signaling    |
| P70S6K                           | 1:1000             |                       |                            | Cell Signaling    |
| Phospho-P70S6K (Thr389)          | 1:1000             | 9205                  | <a href="#">AB_330944</a>  | Cell Signaling    |
| S6                               | 1:1000             | 2217                  | AB_331355                  | Cell Signaling    |
| Phospho-S6 (Ser235/236)          | 1:1000             | 4858                  | AB_916156                  | Cell Signaling    |
| HA                               | 1:1000             | 3724                  | AB_1549585                 | Cell Signaling    |
| Rho-GTPase Antibody Sampler Kit  | 1:1000             | 9968                  | AB_10693922                | Cell Signaling    |
| Myc                              | 1:1000             | 16286-1-AP            | AB_11182162                | Proteintech       |
| ROBO1                            | 1:1000             | 20219-1-AP            | AB_10694675                | Proteintech       |
| ROBO1                            | 1:1000             | ab7279                | AB_449561                  | Abcam             |
| TAGAP                            | 1:1000             | ab187664              | AB_2922758                 | Abcam             |
| FLAG                             | 1:1000             | F3165                 | AB_259529                  | Sigma             |
| ACTIN                            | 1:10000            | MAB1501               | AB_2223041                 | Millipore         |
| IRDye800CW Goat anti-rabbit IgG  | 1:10000            | 926-32211             | AB_621843                  | Li-Cor Bioscience |
| IRDye680RD Donkey anti-mouse IgG | 1:10000            | 926-68072             | AB_10954628                | Li-Cor Bioscience |
| IRDye680RD Goat anti-rabbit IgG  | 1:10000            | 926-68071             | AB_10956166                | Li-Cor Bioscience |

## Supplemental Methods

### *Transwell migration assay.*

Migration of psoriatic CD4<sup>+</sup> T cells was assessed using 4 µm pore Transwell inserts (Costar). CD4<sup>+</sup> T cells ( $5 \times 10^6$ ) were polarized to Th17 cells for 3 days in psoriatic Th17 differentiation media, then seeded in the upper chamber containing 1% FBS media. The lower chamber contained 400 µg/ml recombinant SLIT2 and 2× soluble TCR (Stemcell Technologies). After 24 hours, migrated cells in the lower chamber were collected, stained with 5 µM Hoechst 33342, and quantified by fluorescence using a microplate reader (Ex. 360 nm/Em. 460 nm).

### *Intracellular and mitochondrial ROS measurement.*

The total free radical presence of CD4<sup>+</sup> T cells (25 µg) was measured using OxiSelect *in vitro* ROS (reactive oxygen species)/RNS (reactive nitrogen species) assay kit (Cell Biolabs). The assay employs a proprietary quenched fluorogenic probe, dichlorodihydrofluorescein DiOxyQ (DCFH-DiOxyQ), which is oxidized by ROS/RNS probe that is based on similar chemistry to the popular DCFDA. ROS and RNS species can react with prepared DCFH probe, which is rapidly oxidized to the highly fluorescent DCF. Samples were measured fluorometrically against a DCF standard by microplate reader (Ex. 480 nm/Em. 530 nm). Results were normalized to protein concentration using the BCA protein assay (Pierce).

ROS generation in the form of superoxide was measured also by a microplate reader-based assay using DCFDA (2',7'-Dichlorofluorescein Diacetate, Sigma) for intracellular ROS and MitoSOX (mitochondrial superoxide indicator, Invitrogen) for mitochondrial ROS. CD4<sup>+</sup> T cells ( $1 \times 10^6$  per well) were incubated with 10 µM DCFDA or 10 µM MitoSOX in HBSS medium for 30 minutes at 37°C. Cells were subsequently washed with HBSS, and the fluorescence intensities of each subset/cell were measured by flow cytometry (BD LSR Fortessa).

# Supplementary material for: NAD+ augmentation by nicotinamide riboside engages SLIT2/ROBO1 signaling to attenuate Th17 inflammation in psoriasis
**Source:** JCI Insight. 2026 Apr 28;11(12):e203826. doi: 10.1172/jci.insight.203826
**Supplement:** ICMJE disclosure forms

# ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Kim Han

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Rachael J. Klein

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Thomas Recupero

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [\[Click or tap here to enter text.\]](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 12/19/2025

**Your Name:** Bryan Fisk

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Rahul Sharma

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Anand Kumar Gupta

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Shahin Hassanzadeh

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. “Related” means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author’s relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Rebecca D. Huffstutler

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. “Related” means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author’s relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/19/2025

**Your Name:** Pradeep K. Dagur

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/19/2025

**Your Name:** Bryan Fisk

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/18/2025

**Your Name:** Neelam Redekar

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/19/2025

**Your Name:** Michael N. Sack

**Manuscript Title:** NAD<sup>+</sup> Augmentation by Nicotinamide Riboside Engages SLIT2/ROBO1 Signaling to Attenuate Th17 Inflammation in Psoriasis

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# Supplementary material for: NAD+ augmentation by nicotinamide riboside engages SLIT2/ROBO1 signaling to attenuate Th17 inflammation in psoriasis
**Source:** JCI Insight. 2026 Apr 28;11(12):e203826. doi: 10.1172/jci.insight.203826

Full unedited blots for Figure 3E

✂ - - - - blot precut prior to antibody incubation to follow multiple antibodies per blot

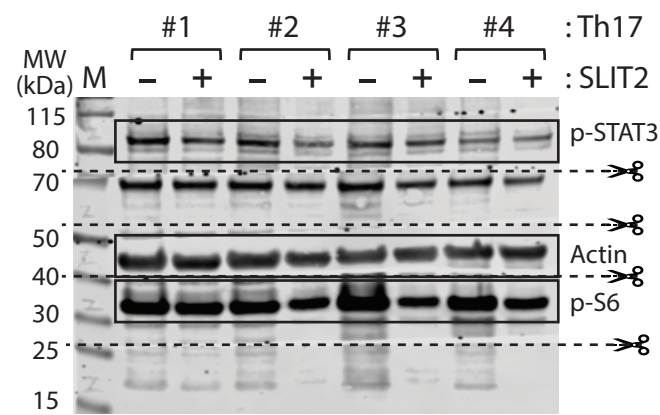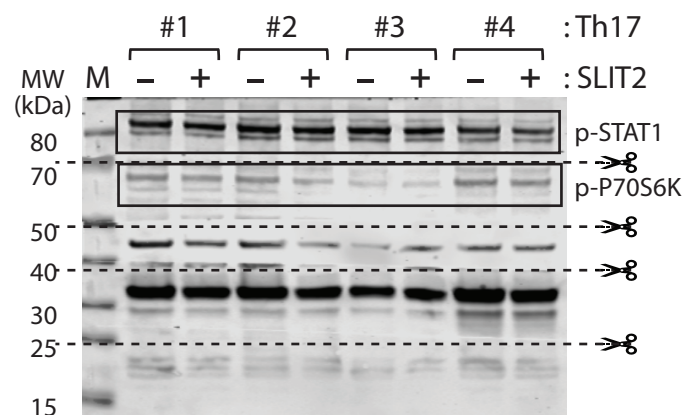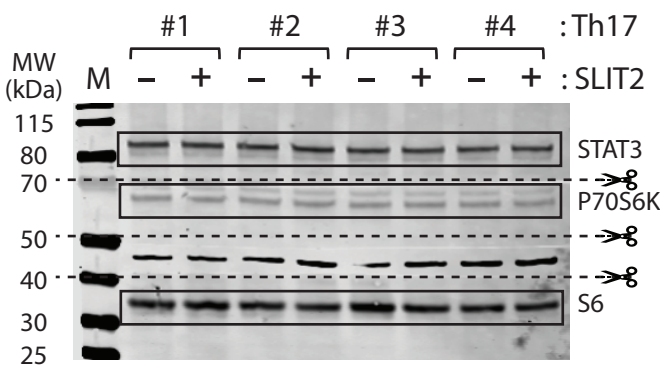

Full unedited blots for Figure 4F

✂ - - - - blot precut prior to antibody incubation to follow multiple antibodies per blot

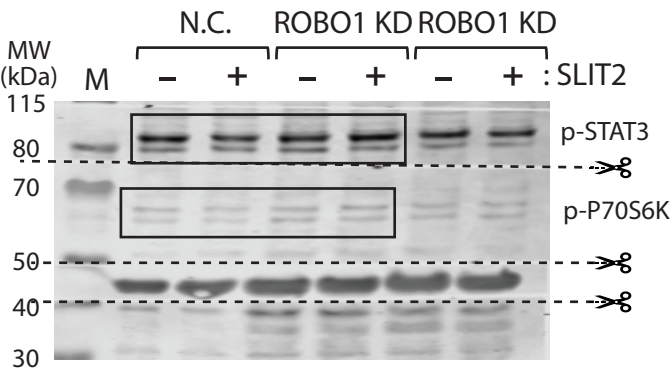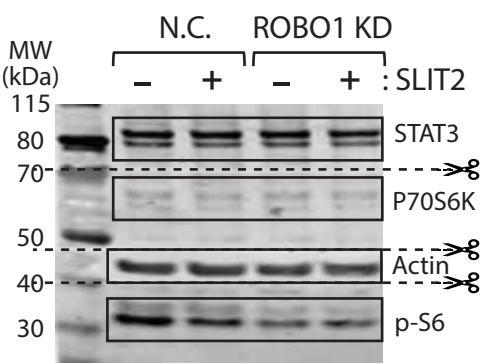

Figure 5D

✂ - - - - blot precut prior to antibody incubation to follow multiple antibodies per blot

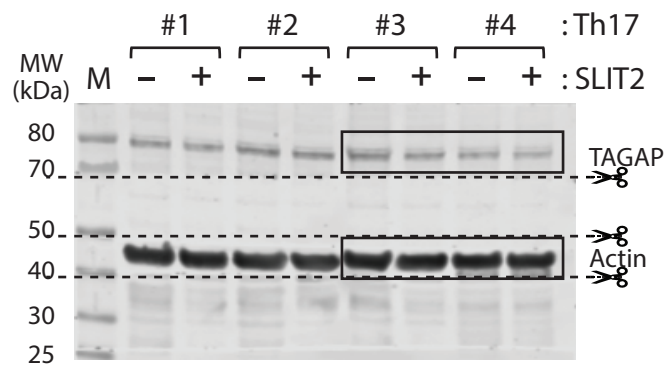

Figure 5H

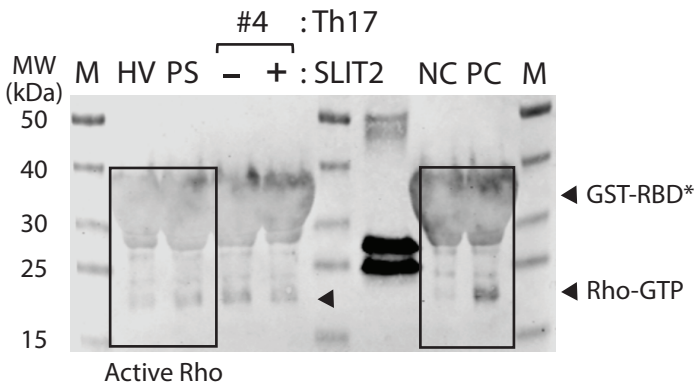

Figure 5I

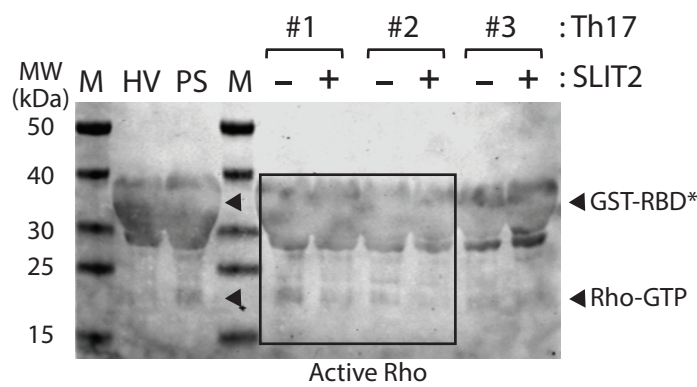

Full unedited blots for Figure 6

✂----- blot precut prior to antibody incubation to follow multiple antibodies per blot

Figure 6E

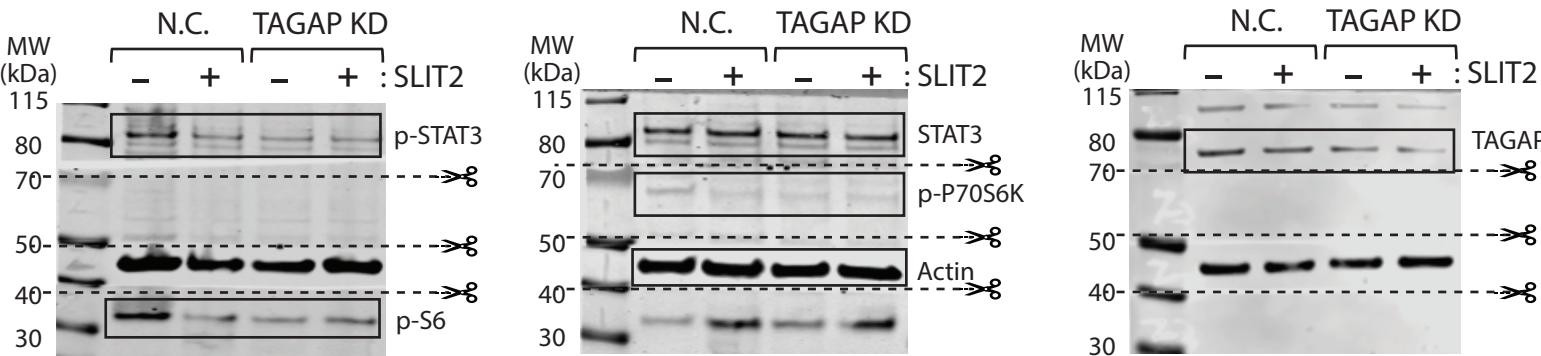

Figure 6G

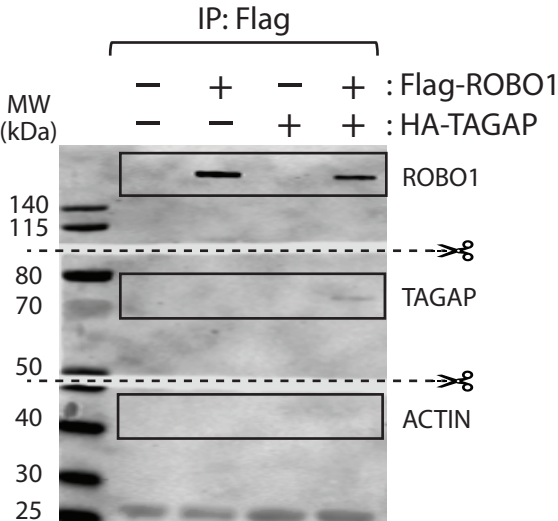

Figure 6H

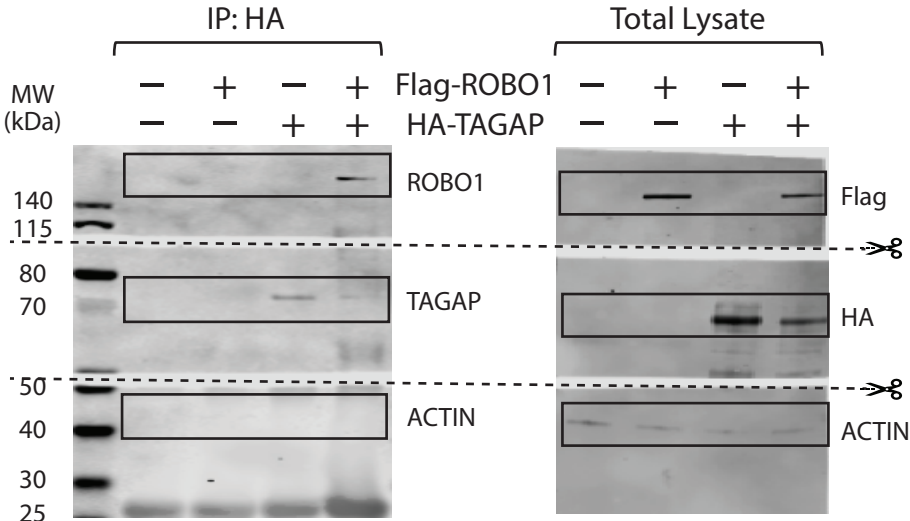

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

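RNA-seq libraries of CD4+ T cells from 6 participants with psoriasis were analysed, in 4 groups of naive or TCR-activated cells at baseline or after NR (6, 6, 5 and 6 libraries). Groups and pairs were taken from the sample labels. 1 participant had no activated baseline library, and that participant's activated NR library stayed in the fits. All 23 libraries were used, and placebo samples, cytokine, flow cytometry, qPCR and protein measurements were not analysed here. The methods name stimulation times that differ between experiments; the 3 hours given for RNA-seq in the results were used.

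The authors deposited RSEM expected counts, estimates of the number of reads per gene, which are not normalized for library size or filtered by gene. They were made by trimming with Cutadapt (v1.18), alignment with STAR (v2.7.6a) to GRCh38.p12 and quantification with RSEM (v1.3.0). Of the expected counts, 91.6% were whole numbers, and all were rounded for the count models. The authors' own comparison used edgeR (v4.6.3), limma (v3.64.1) and fgsea (v1.34.2). The paper's text names no scaling method, so TMM was used. The paper's tables of differential expression were read in part, 1995 of 20642 genes for activated and 1998 of 20645 for naive cells, and no overlap with them was computed.

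Totals per library ranged from 28257281 to 98963288 counts. Where a gene had at most 3 counts in every library of a group, only counts are given. Counting error covers part of the error only, and the spread between participants sets the precision. Exact two-sided sign-flip tests were used for single values over pairs, whose smallest p is 0.031 for 6 and 0.063 for 5 pairs, so 5 pairs cannot reach 0.05.

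Genes were kept by edgeR's filterByExpr by group (minimum count 10, minimum total 15), which left 18971 of 58870 genes. Counts were scaled by TMM (edgeR 4.0.16) and fitted with limma 3.58.1 in R 4.3.3. voomWithQualityWeights and duplicateCorrelation (statmod 1.5.0) were each run again after an initial pass, with the participant as a block. The participant correlation was 0.137, with 19 residual and 4.96 prior degrees of freedom. Contrasts were NR against baseline in naive cells, in activated cells, and their difference. Genes were counted at an unadjusted P under 0.05 with an absolute log2 fold change over 1, the limits of the paper's volcano plots, and at a Benjamini-Hochberg adjusted p under 0.05. The pairing was checked by correlating the expression of the 2 visits of a participant after removing group means. The correlation was 0.208 to 0.502 in naive and 0.0958 to 0.394 in activated cells, against a median of -0.073 between participants.

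Gene lists were tested with fgsea 1.28.0 on all tested genes ranked by signed -log10 P, with adjustment over 19 lists. The lists from the paper's heatmaps are among the 19, and their small p-values lower the adjusted p of the other lists. Those reported are ribosomal protein, mitochondrial ribosomal protein, proteasome, SLIT/ROBO/SRGAP, antioxidant, oxidative phosphorylation, NAD metabolism, T helper and early activation genes, the genes of Figure 2B and Supplemental Figure 2D, and markers of monocytes, B cells, NK cells, CD8 T cells, platelets, red cells and neutrophils. The name pattern for oxidative phosphorylation also matched 45 ATP synthase pseudogenes, 3 of which were tested. A pattern meant to remove pseudogenes had in a trial also removed genes that are not pseudogenes, so the lists were kept as first written and a list without the ATP synthase pseudogenes became an alternative. Because fgsea draws at random, each list was also run with 20 seeds. Named genes are every gene the paper names for the SLIT-ROBO pathway or for T helper lineages, the 3 genes with the smallest P in each direction among those that moved the same way in every complete pair, and the gene with the smallest P in each list. Not every gene and list result is reported. Genes that show a participant's sex are not named.

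The comparisons, lists, rule for named genes and most alternatives were set before the data were examined. These alternatives were library totals, DESeq2 size factors or quantile normalization in place of TMM, and edgeR's quasi-likelihood test or DESeq2 1.42.0 in place of limma. Others were no block or a fixed block for the participant, no quality weights, every gene with at least 1 count, genes with a mean of at least 50 counts, and only the 2 groups compared or only complete pairs in the fit. The trend of each library against GC content and gene length was removed with splines (5 degrees of freedom; 18858 of the tested genes, 99.4%, had both), the share of counts on markers of other blood cells was added as a covariate, and each participant was left out in turn. Lists were also tested with camera at a preset correlation of 0.01, camera with an estimated correlation, fry, and ranks of genes with P under 0.05 alone. 3 alternatives were added after the data were seen, namely counts thinned at random to 28257281 per library, the fit of 2 groups with the GC and length trend removed, and the oxidative phosphorylation list without pseudogenes. GC content, length and positions came from GENCODE 44, matched by gene identifier, and may differ in detail from the gene models the authors named.

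The steps were tested on simulated data of the same design, in which 200 genes were changed in the naive NR group by a log2 fold change of 1. These genes were drawn from those with a mean of at least 50 counts. The share of changed genes found therefore does not cover genes with fewer counts, which were most of the genes called here. The limma fit called 149 (74.5%) of them and 6 unchanged genes at an adjusted p under 0.05, and 4.81% of unchanged genes had an unadjusted P under 0.05. With a trend against GC content added to the simulation, it called 135 (67.5%) and 44 unchanged genes, and 11.0% of unchanged genes had an unadjusted P under 0.05. Removing the trend took the rank correlation with GC content from 0.451 to 0.00594. To ask how often such values arise without NR, the visits were swapped within participants in 32 ways, the real assignment included. For naive cells these are all the distinct ways, with an assignment and its full swap taken as the same. In activated cells the 32 hold the full swaps as well. For the difference between the states, the real assignment was joined by combinations drawn at random, 32 in all. Lists were compared by the size of their median log2 fold change without sign, not by fgsea scores.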

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

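Of the tests in this part, that of library size for PC1 and those of GC content in naive cells and of library size for the cytosolic ribosomal protein genes were chosen in advance, and the others only after the result was seen. The tests for samples far from their group covered 40 groups of libraries, of which 2 are picked out by chance and 3 were, so their number is near what chance gives.

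The share of counts on the 20 most abundant genes was 11.23% in 1 naive NR library, below the 12.07% of the nearest and up to 12.49% in the others. The gap was 0.665 of the range of the 6 libraries. The markers of other blood cells took 0.07137% of counts in 1 naive NR library against 0.04675% in the nearest and 0.03902% in the lowest (gap 0.761 of the range). PC2 of the unscaled counts was 658300 in 1 activated NR library against 272700 in the nearest and 117700 in the lowest (gap 0.713). No technical explanation was tested for these libraries, and no biological explanation was tested. PC1 of the same unscaled counts shared 94.9% of its variance with the library total, which fits library size as what that axis measures. Over all 23 libraries PC2 shared 4.04% with the library total, a share that pools the 2 states. The activated NR library with the high PC2 was also the largest activated library, at 83541100 counts. The activated libraries with the smallest totals, 30035600 and 30695400 counts, had PC2 scores of -95668 and -118545. Library size therefore stays open as an explanation for the flagged activated library.

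The cytosolic ribosomal protein genes responded to NR differently in the 2 states by fgsea on the interaction of limma's fit (adjusted p = 0.000422), with a score of -1.79 and a median difference of -0.09 on the log2 scale, so the rise was smaller in activated cells. The visits were swapped within participants in 32 combinations, drawn at random apart from the real assignment. A median difference as large in size came from 19 of the 32, which is what chance differences between the visits would give. With the GC content and length trend removed, its median was 0.10 (adjusted p = 0.000258), while the median over all genes also moved, from -0.06 to 0.07, so most of this move is shared by all genes and the sign is not interpreted. Within the states, 8 of the 32 assignments gave a median as large in size in naive cells and 12 in activated cells. Removing that trend moved the median over all genes in activated cells from -0.04 to 0.07, so the list was also measured relative to all genes. In activated cells the list kept an adjusted p of 3.09e-14, and its relative median went from 0.102 to 0.115, higher in 5 of 5 pairs and beyond the SD of the pairs (0.0496), which argues against GC content and length as the whole of the activated rise. In naive cells the adjusted p stayed at 4.98e-13, but the relative median went from 0.136 to 0.0983 (0.0991 before all genes were subtracted), higher in 4 of 6 pairs and within their SD (0.182). The smallest median over the scalings and the thinned counts was 0.0179, under quantile normalization in activated cells, where the SD of the pair medians was 0.147. Because the pairs spread this widely, library size and NR cannot be told apart in either state, and GC content or length and NR cannot be told apart in naive cells. Chance differences between visits stay open in both states.

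The paper does not discuss 26 of the list results computed here, and 9 of them passed an adjusted p of 0.05, of which 8 are given here. The oxidative phosphorylation genes were higher in naive cells (adjusted p = 1.09e-09, score 2.12, 62 of 80 genes, median higher in 5 of 6 pairs) and in activated cells (adjusted p = 0.000111, score 1.91, 56 of 80 genes, 4 of 5 pairs). Adjusted over the list alone, 12 genes were under 0.05 in naive and 0 in activated cells, and over all genes tested 0 were. COX8A had the smallest P in naive cells (log2 fold change 0.49). In activated cells it was the pseudogene ATP5PBP5, with 6 to 26 counts at baseline and 0 to 19 after NR, whose reads can be shared with its parent gene. After removal of the GC content and length trend, the naive adjusted p was 0.000405 and the median relative to all genes went from 0.0875 to 0.0609, within the SD of the pairs (0.108), so the trend stays open there. The activated adjusted p was 1.14e-08 and the relative median went from 0.108 to 0.12 (4 of 5 pairs, SD 0.102), which argues against the trend as the whole of the activated rise. Chance differences between visits stay open, since 6 of the 32 assignments in naive and 10 in activated cells gave a median as large in size. An effect of NR, the condition compared, stays open as well.

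The mitochondrial ribosomal protein genes were higher in activated cells (adjusted p = 1.87e-08, score 2.30, 47 of 78 genes, 4 of 5 pairs), where 2 of the 32 assignments gave a median as large in size. That share is over 0.05, so chance stays open. The activated list kept an adjusted p of 4.38e-09 with the GC content and length trend removed, and its median relative to all genes went from 0.14 to 0.139. This argues against that trend as the whole of the activated rise. The relative median was then higher in 3 of 5 pairs, with a mean over pairs of 0.0838 and an SD of 0.122. In naive cells the adjusted p was 0.00784 (score 1.55, 44 of 78 genes, 5 of 6 pairs), with 5 of the 32 assignments giving a median as large in size. With the GC content and length trend removed, the naive list had an adjusted p of 0.267 and a median of -0.03. It was also over 0.05 without that correction, with library totals (0.146), DESeq2 size factors (0.253) and quantile normalization (0.239), so the loss is not specific to GC content or length, and that trend, the scaling, chance and NR cannot be told apart for the naive result.

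The antioxidant genes in naive cells had an adjusted p of 0.00012 (score 1.89, 19 of 31 genes higher, median 0.04, 5 of 6 pairs), and 8 were under 0.05 adjusted over the list alone. The median turned to -0.01 under DESeq2's size factors. The adjusted p was 0.000953 with library totals, 0.000996 with those size factors and 0.00624 with quantile normalization. With the trend removed it was 0.9, and 11 of the 32 assignments gave a median as large in size. GC content or length is a candidate explanation for this naive result. TXN2, which had the smallest P in the list (log2 fold change 0.28), has a GC content of 56.4%.

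The markers of NK cells were lower in naive cells (adjusted p = 0.00419, score -1.92, median -0.73), with the median lower in 6 of 6 pairs (exact sign-flip p = 0.031). With the GC content and length trend removed the median was -0.71, which is also its value relative to all genes (lower in 5 of 6 pairs). It is beyond the SD of the pairs (0.502) and argues against that trend. In counts thinned to the smallest library, an alternative chosen after the data were seen, the adjusted p was 0.131. With fgsea it was 0.00639 for library totals, 0.00786 for DESeq2 size factors and 0.00624 for quantile normalization. With the GC content and length trend removed it was 0.00316. The list mixes directions, with KLRD1 at -0.83, KLRF1 at -0.84 and NCR1 at -0.73, and the more abundant GNLY at 0.09, NKG7 at 0.22 and PRF1 at 0.25 (61.7, 24.2 and 41.4 CPM at baseline). 2 of the 32 assignments gave a median as large in size. In activated cells the adjusted p was 0.0478 (score -1.56, 7 of 7 genes lower, median lower in 2 of 5 pairs), in an adjustment that includes the paper's heatmap lists. It was under 0.05 with 11 of 20 seeds and over it with library totals (0.063), DESeq2 size factors (0.0715) and quantile normalization (0.067). A median as large in size came from 13 of the 32 assignments. With the GC content and length trend removed, the activated NK list had an adjusted p of 0.0106 in fgsea. Its median relative to all genes was then lower in 2 of 5 pairs. The markers of CD8 T cells were lower in naive cells (adjusted p = 0.0149, score -1.66, 4 of 4 genes, 5 of 6 pairs). That result rested on CD8A, at -2.71 from 2 to 113 to 0 to 50 counts, and it held under none of the other scalings, with an adjusted p of 0.0969 for library totals, 0.115 for DESeq2 size factors, 0.106 for quantile normalization and 0.117 with the GC content and length trend removed. Fewer cells of these types in the NR libraries might lower such markers, and the directions within the NK list leave that open.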

How the results depend on the processing

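Chosen after the results were seen were the thinned counts, the fit of 2 groups with the GC content and length trend removed, the list without pseudogenes, the seeds, the tests of the fit of naive libraries alone and of the excess of lower genes, and the swaps of visits for the proteasome and antioxidant lists. The cause of each change below was not tested unless given.

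Genes with an unadjusted P under 0.05 and an absolute log2 fold change over 1 numbered 432 in naive and 316 in activated cells. The filter on low counts moved them most, to 2042 and 1855 with every gene of at least 1 count, and to 63 and 95 with a mean of at least 50 counts, since it adds or removes genes with few reads. In naive cells they were 238 with edgeR's quasi-likelihood test and a fixed replicate block, and 272 in counts thinned to the smallest library. The other 11 of 15 naive and 14 of 16 activated settings stayed within 1.5 times. Leaving out each participant gave 420 to 503 naive and 236 to 399 activated genes. 1 of the 32 assignments of visits within participants gave as many naive genes, the smallest share the swaps allow, with no adjustment over the patterns tested. This argues against chance for naive cells. In activated cells 3 gave as many. There a full swap of every participant counts as an assignment too, so chance is harder to argue against and stays open. Activated genes were mostly lower, and in thinned counts 71.0% were, so a difference in library size is argued against. Under quantile normalization 209 of 398 were lower.

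At an adjusted p under 0.05, 0 genes were found in naive and activated cells and for their difference (2908, 1996 and 548 at an unadjusted P under 0.05). With 0 found, all 32 of the 32 assignments give as many in each case. In naive cells DESeq2 gave 28, limma with a fixed replicate block 7, every gene of at least 1 count 11, and removal of the GC content and length trend 3. In activated cells DESeq2 gave 5 and every gene of at least 1 count gave 1. For the difference DESeq2 gave 5. Leaving out each participant gave 0 to 1 naive gene (1 without 1 of the participants), and 0 to 0 activated genes and genes for the difference. Without the replicate block, 378 naive and 270 activated genes passed P and fold change and 0 an adjusted p.

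The naive libraries fitted alone gave 1551 genes at an adjusted p under 0.05, and 1 of the 32 assignments gave as many. This argues against chance, at the smallest share the swaps allow and with no adjustment over the patterns tested. In that fit the participant correlation was 0.46 against 0.137. With the GC content and length trend removed as well, 0 genes passed. The genes higher had a median GC content of 61.6% and those lower 40%, against 48.3% of all tested. These values are consistent with GC content or gene length bias as a source of this count. Activated libraries fitted alone gave 0.

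PC1 held 59.64% of the variance with CPM, 41.21% with log2 CPM and 41.27% with genes also scaled, against 87.4%. NR accounted for 0.4549%, 0.2295% and 0.01664% of the scores, against 18.8%. Scaling to library size by construction removes the library total that PC1 followed. Leaving out each participant gave 84.82% to 89.5% for PC1 and 13.84% to 26.69% for NR.

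The adjusted p of the ribosomal protein list (naive 1.37e-13, activated 1.74e-09) rose to 0.26 and 0.691 with camera and an estimated correlation, and to 0.0551 and 0.571 with fry, which account for correlation between genes. It held in the 12 other settings, and left-out participants gave 1.34e-25 to 3.57e-07 and 3.2e-14 to 1.86e-05. The activated proteasome list (2.59e-05) rose to 0.5 and 0.383 under the same tests, held in 12 others and ranged over 2.4e-07 to 0.0019. The naive proteasome list (0.0206) passed 0.05 with library totals (0.231), DESeq2 size factors (0.253), quantile normalization (0.106), no quality weights (0.0585), a mean of at least 50 counts (0.677), the trend removed with the replicate block (0.192), camera preset (0.0742) and estimated (0.62), fry (0.259), only P under 0.05 ranked (0.7), thinned counts (0.49), and 2 groups with the trend removed (0.0695). Left-out participants gave 0.00114 to 0.726, over 0.05 in 5 of 6. 2 of the 32 assignments in naive and 5 in activated cells gave a proteasome median as large in size.

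The SLIT/ROBO/SRGAP list (naive 0.109, activated 0.409) changed direction with a mean of at least 50 counts, at 0.864 and 0.478, and in activated cells with 2 groups and the trend removed, at 0.287. With the trend removed the naive list, lower after NR, reached 0.0368. Left-out participants gave 0.138 to 0.474 and 0.271 to 0.678. 21 of the 32 assignments in naive and 4 in activated cells gave a median as large in size. In activated cells that median was -0.21, although the score was 1.19.

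The activated antioxidant list (0.0478) passed 0.05 with DESeq2 size factors (0.0747), quantile normalization (0.153), no replicate block (0.0618), no quality weights (0.108), a mean of at least 50 counts (0.135), camera estimated (0.363), fry (0.359), only P under 0.05 ranked (0.777), thinned counts (0.168) and the pseudogene-free list (0.0514). Left-out participants gave 0.0157 to 0.427, over 0.05 in 4 of 6. 7 of the 32 assignments gave a median as large in size, so chance stays open.

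SLIT1 in naive cells (0.20) turned to -0.02 with the trend removed with the replicate block (-0.0196), to -0.04 with 2 groups as well (-0.0434), and to -0.00595 without 1 of the participants, in a range up to 0.39. It was 0.63 in thinned counts (unadjusted P 0.0483). Over 189 settings tried for named genes, 13 were weaker, 1 stronger and 3 reversed. The weaker results include ROBO1 in naive cells in 8 settings (-0.79 to -1.53) and activated FAU in 3. In all, 63 list and count results changed. A named gene that a filter removed has no value under it, and single-state fits give none for the difference. Genes with few counts, SLIT1 and ROBO1 among them, are limited by depth.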

Differences from the paper's values

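Chosen only after the results were seen were the thinned counts and the fit of 2 groups with the GC content and length trend removed; the other alternatives were set before the data were examined. A value is called near the paper's when the 2 are within 1.5 times of each other, which can leave most of a gap.

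The paper's text gives its numbers of genes at an unadjusted P under 0.05, and the legend of its volcano plots adds a log2 fold change over 1. In the part of the paper's tables that was read, the paper has 1874 naive genes at P under 0.05, of which 720 pass the fold change as well, and 1995 and 479 activated genes, so the paper's numbers were compared at both limits. At P alone the numbers here are 2908 naive and 1996 activated genes. At both limits, the paper's number for naive cells is 723 and the number here is 432. It came near (503) only without 1 of the participants, and under none of the other alternatives set before the data were examined. For genes lower in naive cells the paper's number is 331 and the number here is 167. It came near with the GC content and length trend removed (222), and under no other alternative. With every gene of at least 1 count kept, the numbers passed the paper's, at 2042 and 1533.

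For activated cells the paper's number is 491 and the number here is 316. It came near with library totals (332), quantile normalization (398), DESeq2 (332), limma with the participant as a fixed block (466), the share of other-cell markers as a covariate (411), and without 1 participant in 4 of 6 fits (331, 331, 399 and 347). For genes lower in activated cells the paper's number is 362 and the number here is 228. That number came near with library totals (242), the fixed block (363), the covariate (254) and in 2 of the fits without 1 participant (256 and 273). In these settings most of the gap remained, except with the fixed block for both numbers and with the covariate for the total, and the remaining alternatives did not come near.

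The paper's share of variance is 44.6% for PC1 and 10.9% for PC2, and here they were 87.4% and 5.26%. The values came near with CPM (59.6% and 13.0%), log2 CPM (41.2% and 7.61%) and log2 CPM with each gene scaled (41.3% and 13.3%), and not by leaving out participants. Under these scalings NR accounted for 0.455%, 0.23% and 0.0166% of the PC1 scores, and for 24.6%, 0.0487% and 29.6% of the PC2 scores.

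The smallest adjusted p in the paper's supplementary table for naive cells is 0.0151, from the 1998 of 20645 genes that were read, and here it was 0.0833. It came near with every gene of at least 1 count (0.0219), only the 2 groups compared (0.0212), the GC content and length trend removed (0.0109) and without 1 of the participants (0.0125). It did not come near with the fixed block (0.0361), DESeq2 (1.76e-07) or the remaining alternatives.

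Some statements of direction also differ. The legend of the PCA in the supplement puts the time point on the main axis, and in counts scaled to library size PC1 followed the activation state (95.1% of its scores). The heatmap genes are described as uniformly upregulated, and here 49 were higher and 15 lower in naive cells, with 2 not tested, and 32 were higher and 3 lower in activated cells. The SLIT-ROBO pathway is described as upregulated in naive cells, where ROBO1 had a log2 fold change of -1.54 (the paper's value in its supplementary table is -1.456) and the SLIT/ROBO/SRGAP list a score of -1.50. Neither passed an adjusted p of 0.05 (0.279 in limma and 0.109 in fgsea). ROBO1 was higher in 3 of 6 pairs and lower in 3, so these values fix no direction. The list is not the Reactome set that the paper tested. By qPCR of the NR and placebo groups, the paper reports more ROBO1 in naive cells with NR. The paper's differentially expressed genes are called significant on unadjusted values, and 0 genes had an adjusted p under 0.05 here, against the 2908 and 1996 at an unadjusted P under 0.05.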

Other observations

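Of the tests in this part, that of other blood cells for NCAM1 and immunoglobulin and that of the genes of Figure 2B were chosen in advance, and the others only after the result was seen.

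The log2 fold change rose with GC content in both states. The rank correlation within protein-coding genes, lncRNAs and pseudogenes was 0.655, 0.226 and 0.288 in naive cells and 0.478, 0.183 and 0.196 in activated cells, so it was at least 0.226 and 0.183 in each class. Among the most highly expressed genes (top quartile) it was 0.833 and 0.631, and among the least expressed (bottom quartile) 0.173 and 0.17. After the trend of each library was removed it was 0.0481 and -0.00219. In counts thinned to the same total it was 0.586 and 0.431, which argues against a difference in library size as the cause. 1 of the 32 assignments of visits within participants gave as large a correlation in naive cells, against 3 in activated cells. This argues against chance in naive cells, at the smallest share the swaps allow and with no adjustment over the patterns tested. In activated cells chance stays open. A GC content bias that differs between the visits is consistent with the trend in every class of gene, and a response to NR that follows GC content cannot be excluded, because the visit and NR coincide.

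NCAM1 was lower after NR in naive cells and in 4 of 5 activated pairs (log2 fold change -3.03, standard error 0.847, unadjusted P 0.00155). RNA of other blood cells in the baseline libraries might lower it. The median of 7 more abundant genes of the NK and B cell lists (CD79B, GNLY, IGHM, IGKC, KLRD1, NKG7 and PRF1) was 0.20 and was lower in 3 of 6 naive pairs (exact sign-flip p = 0.875), so this explanation and NR cannot be told apart for NCAM1, whose counts are few. MS4A1, a B cell gene left out of the 7, had 9.61 CPM at naive baseline, above the 9.12 of IGHM. It had a log2 fold change of -0.63 (standard error 0.480) and was lower in 6 of 6 pairs (exact sign-flip p = 0.031). The median of the 7 therefore does not cover every abundant marker. For immunoglobulin, IGHM had a log2 fold change of 0.31 (0.314, standard error 0.402) and IGKC one of -0.10 (standard error 0.831). Both are within their standard errors, so other blood cells stay open for immunoglobulin transcripts as well.

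SLIT1 in activated cells had a log2 fold change of 1.98 in counts thinned to the smallest library, so the larger NR libraries are argued against as the cause of its rise. The genes of Figure 2B had a score of 2.78 in activated cells (adjusted p = 2.79e-15), and 1 of the 32 assignments gave a median as large in size. The paper chose them on these libraries, so this test was bound to favour the real assignment. In naive cells their score was 2.20 (adjusted p = 4.23e-09). The genes of Supplemental Figure 2D scored 2.31 in naive (adjusted p = 5.61e-13) and 2.47 in activated cells (adjusted p = 4.53e-10). With the GC content and length trend removed, the naive median of the Figure 2B genes went from 0.308 to 0.0768. That of the Supplemental Figure 2D genes went from 0.234 to 0.0761. In fgsea the naive adjusted p was then 1.94e-07 and 1.36e-08.

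In fgsea on the limma ranks, the lists given next did not pass an adjusted p of 0.05. In naive and activated cells it was 0.464 and 0.835 for NAD metabolism, 0.572 and 0.882 for T helper genes, 0.732 and 0.882 for early activation genes, 0.109 and 0.551 for monocytes, 0.346 and 0.395 for B cells, 0.27 and 0.882 for platelets, 0.111 and 0.835 for red cells, and 0.0739 and 0.978 for neutrophils. The naive neutrophil list passed with 8 of 20 seeds (0.0322 to 0.0926). With the GC content and length trend removed, the B cell list passed, lower after NR, at 0.015 in naive and 0.037 in activated cells. It did not pass with library totals (0.389 and 0.408), DESeq2 size factors (0.399 and 0.386) or quantile normalization (0.508 and 0.22). The CD8 T cell list had 0.22 in activated cells. In the NAD metabolism list SIRT6 had the smallest P in naive cells (log2 fold change 0.67) and NADK in activated cells (0.39).

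Some of the genes that the paper measured by qPCR had these RNA-seq log2 fold changes after NR in naive and activated cells. TAGAP had -0.08 (adjusted p = 0.843) and 0.20 (adjusted p = 0.668). TBX21 had 0.41 and 0.40 (adjusted p = 0.711 and 0.736), GATA3 0.06 and 0.18 (0.806 and 0.557) and FOXP3 0.35 and 0.27 (0.523 and 0.711). For cytokine genes, which were not among the paper's qPCR targets, the values in activated cells were these. IFNG had -0.61 (adjusted p = 0.589), lower in 4 of 5 pairs, IL17A -0.18 (adjusted p = 0.91), IL4 -0.17 (adjusted p = 0.936) and IL2 -1.23 (unadjusted P 0.03, adjusted p = 0.428).

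The other library measures were 20 tests together with the totals, and 0 of them had an exact p under 0.05 after adjustment. In naive cells 4 reached the smallest unadjusted p that 6 pairs allow, namely the total, the trend with GC content, PC1 and PC2. The share of counts on mitochondrial genes was lower after NR in 4 of 6 naive (exact p = 0.375) and 4 of 5 activated pairs (exact p = 0.125).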
